# Maternal Obesity Alters Neurotrophin-Associated MAPK Signaling in the Hypothalamus of Male Mouse Offspring

**DOI:** 10.3389/fnins.2019.00962

**Published:** 2019-09-13

**Authors:** Inga Bae-Gartz, Ruth Janoschek, Saida Breuer, Lisa Schmitz, Thorben Hoffmann, Nina Ferrari, Lena Branik, Andre Oberthuer, Cora-Sophia Kloppe, Sarah Appel, Christina Vohlen, Jörg Dötsch, Eva Hucklenbruch-Rother

**Keywords:** synaptic plasticity, BDNF, HFD, microarray, neurogenesis, CAMKII phosphorylation, IBA1, vGLUT2

## Abstract

**Purpose:**

Maternal obesity has emerged as an important risk factor for the development of metabolic disorders in the offspring. The hypothalamus as the center of energy homeostasis regulation is known to function based on complex neuronal networks that evolve during fetal and early postnatal development and maintain their plasticity into adulthood. Development of hypothalamic feeding networks and their functional plasticity can be modulated by various metabolic cues, especially in early stages of development. Here, we aimed at determining the underlying molecular mechanisms that contribute to disturbed hypothalamic network formation in offspring of obese mouse dams.

**Methods:**

Female mice were fed either a control diet (CO) or a high-fat diet (HFD) after weaning until mating and during pregnancy and gestation. Male offspring was sacrificed at postnatal day (P) 21. The hypothalamus was subjected to gene array analysis, quantitative PCR and western blot analysis.

**Results:**

P21 HFD offspring displayed increased body weight, circulating insulin levels, and strongly increased activation of the hypothalamic insulin signaling cascade with a concomitant increase in ionized calcium binding adapter molecule 1 (IBA1) expression. At the same time, the global gene expression profile in CO and HFD offspring differed significantly. More specifically, manifest influences on several key pathways of hypothalamic neurogenesis, axogenesis, and regulation of synaptic transmission and plasticity were detectable. Target gene expression analysis revealed significantly decreased mRNA expression of several neurotrophic factors and co-factors and their receptors, accompanied by decreased activation of their respective intracellular signal transduction.

**Conclusion:**

Taken together, these results suggest a potential role for disturbed neurotrophin signaling and thus impaired neurogenesis, axogenesis, and synaptic plasticity in the pathogenesis of the offspring’s hypothalamic feeding network dysfunction due to maternal obesity.

## Introduction

The rising incidence of maternal obesity is a worldwide phenomenon and the relationship between maternal obesity and the offspring’s long-term predisposition for metabolic disorders, such as obesity and type-2-diabetes, is undeniable (Howie et al., 2009; Plagemann, 2011; O’Reilly and Reynolds, 2013). Human and rodent studies have led to the description of novel interactive pathways between the maternal environment and the fetus (Poston, 2012). In particular, there is a clear link between maternal adiposity and expression and function of important modulators of energy homeostasis in adipose tissue, liver and the brain of the offspring (Bouret, 2009; Catalano et al., 2009; McCurdy et al., 2009; Li et al., 2011; Maric-Bilkan et al., 2011; Rooney and Ozanne, 2011; Zhang et al., 2011).

The central control of energy homeostasis is a complex process regulated by a collection of neurons primarily located in the mediobasal hypothalamus. Specifically, the melanocortin system of the arcuate nucleus of the hypothalamus (ARC) has been shown to convey anorexigenic and orexigenic signals in response to circulating hormones and nutrients (Elias et al., 1999; Cowley et al., 2001; Aponte et al., 2011; Krashes et al., 2011). While early studies in rodents focused on analyzing the effects of hormones or nutrients on anorexigenic or orexigenic neuropeptide gene expression in the ARC, research interest shifted toward a deeper functional understanding of acute effects of substances like insulin, leptin, ghrelin, or glucose on electrophysiological properties of neuropeptide releasing ARC producing cells (Cowley et al., 2001, 2003a,b; Jobst et al., 2004; Pinto et al., 2004; van den Top et al., 2004; Dhillon et al., 2006; Konner et al., 2007). A number of studies described plasticity of synaptic input patterns as an important component of such changes in neuronal activity (Horvath and Diano, 2004; Pinto et al., 2004; Horvath and Gao, 2005; Sternson et al., 2005; Gao et al., 2007; Benani et al., 2012). For instance, leptin was shown to have a major influence on synaptic organization of orexin neurons in the lateral hypothalamus (Horvath and Gao, 2005), whereas ghrelin was found to impact synapse formation in various extra-hypothalamic brain regions (Abizaid et al., 2006; Diano et al., 2006). Furthermore, high-fat feeding in rodents was also linked to changes in the synaptic input pattern of hypothalamic feeding neurons (Benani et al., 2012), and it was found that rats prone to diet-induced obesity display a completely different pattern of synaptic inputs in the ARC compared to diet-resistant littermates before even being exposed to high-fat feeding (Horvath et al., 2010). In conclusion, there is accumulating evidence that synaptic plasticity induced by metabolic cues plays a pivotal role in determining the function of hypothalamic neuronal circuits regulating appetite.

Neurotrophins are a family of ubiquitously expressed growth factors controlling development, survival, and function of neurons (Hempstead, 2006; Reichardt, 2006) that consist of six members: nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), neurotrophin 3 (NT3), neurotrophin 4/5 (NT4/5), ciliary neurotrophic factor (CNTF), and the glia cell derived neurotrophic factor (GDNF) group of ligands. Upon secretion, which is usually triggered by membrane depolarization (Blochl and Thoenen, 1996; Lessmann et al., 2003), they are capable of mediating many activity-dependent central processes, including neuronal differentiation and growth, synapse formation and plasticity of synaptic input patterns (Park and Poo, 2013). There are two distinct classes of neurotrophin receptors (NTR) that can bind to neurotrophins: p75NTR, which binds to all neurotrophins, and various subtypes of tropomyosin receptor kinase (Trk) receptors, which are each specific for different neurotrophins. Among the neurotrophins, BDNF has gained much attention in the context of energy homeostasis regulation – not for its well described positive effects on synaptogenesis and neuronal plasticity (Unger et al., 2007), but its anorexigenic effect (Rask-Andersen et al., 2011). In humans, a polymorphism in the BDNF gene has been linked to obesity (Hotta et al., 2009; Thorleifsson et al., 2009). Furthermore, BDNF-deficient mice exhibit obesity due to overfeeding (Kernie et al., 2000), a phenotype that is mirrored in mice deficient for the high-affinity BDNF receptor TrkB (Xu et al., 2003). However, to what extent BDNF’s anorexigenic effects are mediated by its action on synaptic plasticity or neuronal differentiation remains to be determined. Given the fact that an increasing number of studies indicate that synaptic plasticity in the hypothalamus plays a crucial role in the control of energy homeostasis (Pinto et al., 2004; Yang et al., 2011; Liu et al., 2012), it is very likely that BDNF and other less well characterized neurotrophins might influence hypothalamic feeding network formation and function (Vanevski and Xu, 2013).

In the context of maternal obesity and the offspring’s predisposition to obesity and diabetes in later life, the hypothalamus has emerged as a particularly vulnerable organ (Bouret, 2009). Hypothalamic dysfunction in the offspring of overfed or obese mothers has been suggested by several animal studies, predominantly showing the effect of maternal adiposity and diet on hypothalamic neuropeptide and hormone receptor expression or, more recently, reactive inflammation-associated hypothalamic neuronal dysfunction (Cottrell and Ozanne, 2007; Cottrell et al., 2009; Alfaradhi and Ozanne, 2011; Poston, 2012; Rother et al., 2012; Velloso, 2012). Furthermore, a number of studies suggested stable wiring of hypothalamic feeding networks as an important pathomechanism in hypothalamic dysfunction resulting from increased circulating hormone levels in maternal obesity (Bouret et al., 2004a, b; Pinto et al., 2004; Bouret and Simerly, 2006; Bouret, 2009). Especially, insulin and leptin have been shown to permanently change hypothalamic network formation during the critical time window of perinatal development (Bouret and Simerly, 2006; Ozanne, 2011). However, the role of neurotrophins as a potential link between a metabolically disturbed intrauterine milieu and altered formation of hypothalamic neuronal networks responsible for the regulation of feeding behavior and energy balance has not been addressed to date.

## Materials and Methods

### Animal Care

All animal procedures were conducted in compliance with protocols approved by the Committee on the Ethics of Animal Experiments of the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (Permit number: 37.09.292, RDA number: 84-02.04.2014.A057) and were in accordance with National Institutes of Health guidelines. Mice (C57BL/6N) were bred locally at a designated animal unit of the University Hospital of Cologne (Cologne, Germany). All animals were housed individually and were maintained at 22°C on a 12 h light, 12 h dark cycle. As bedding, spruce granulate (Lignocel FS 14; Rettenmaier & Söhne GmbH, Germany) was provided. Nestlets, mouse smart home and aspen bricks served as enrichment (Plexx B.V., The Netherlands). Animal care and use was performed by qualified individuals and supervised by a veterinarian. The manuscript complies with the Animals in Research: Reporting *in vivo* Experiments (ARRIVE) guidelines (Kilkenny et al., 2010).

Three weeks old female mice were fed a standard chow (#.R/M-H SSniff, Soest containing 41.2% carbohydrates, 19% protein, and 3.3% fat; 9% of calories from fat) or high-fat diet (#C1057 modified containing 26.9% carbohydrates, 21% protein, and 35.1% fat; 60% of calories from fat) for 9–10 weeks preconception and during gestation and lactation, yielding sedentary control (CO; *n* = 20) and high-fat diet (HFD; *n* = 21) group. Male breeders were standard chow-fed and had access to the HFD during mating process (48 h). Male breeders that were in contact with HFD for two times were excluded for further mating. Water and food were available *ad libitum*. Body weight of the dams was monitored daily from G0 to G18. Blood samples for serum analyses were collected 1 week before mating (named G0) and at G15. In order to minimize stress-induced side effects, dams and offspring were not fasted and were collected between 9 and 10o’clock in the morning. After delivery, body weight of the pups was monitored daily starting within 24 h after birth. On P2, litter size was adjusted to six for each litter. Smaller litters were excluded from the experiment (CO *n* = 2, HFD *n* = 2). On P21, male pups were sacrificed non-fasted and blood samples were collected via intracardial puncture for further analyses. Organs were excised. The hypothalamus was cut immediately caudal to the optic chiasm. The dissection was limited laterally by the hypothalamic sulci and dorsally by the mammillothalamic tract (Rother et al., 2012). The remaining brain tissue was also preserved, both epigonadal fat pads were harvested, the weight was determined and all tissues were immediately frozen at −80°C for further analysis. A maximum of two offspring per dam were analyzed to minimize litter-dependent bias. All studies were performed using male offspring. Cohorts used for this study represent a subset of animals that were also used in another study by our group, see Bae-Gartz et al. (2016).

### Analytical Procedures

Serum levels of insulin and leptin were measured by ELISA using mouse standards according to the manufacturer’s guidelines (mouse insulin ELISA (EZRMI-13K and EZML-82K) with a sensitivity of 0.01 ng/ml and intra-assay variation of 1.06%; Millipore CorpBillerica, MA, United States).

### Intraperitoneal Glucose Tolerance Test

Glucose tolerance tests (GTT) were performed as previously described (Bae-Gartz et al., 2016). Briefly, animals were fasted for 16 h (18:00–10:00 h). After determination of fasted blood glucose levels, each animal received an intraperitoneal (ip) injection of 20% glucose (10 ml/kg body weight = 2 g glucose/kg body weight). Blood glucose levels were measured after 15, 30, 60, and 120 min.

### Quantitative PCR

Total RNA was isolated from hypothalamus of CO and HFD animals using TRI-Reagent^®^ (Sigma-Aldrich) according to the manufacturer’s guidelines. RNA quantity and purity were determined by measuring UV absorption with a Tecan spectrophotometer (Tecan, Nano Quant infinite M200 Pro). Quantitative changes in mRNA expression for genes encoding *Bdnf, Ngf, Nt3, Nt4/5, Cntf, Gdnf, TrkA, TrkB, TrkC, p75Ntr, Prr7, Arc, Egr, Syt1, Homer* were assessed by quantitative real-time PCR as described previously using the 7500 Real-time PCR system (Applied Biosystem, Foster City, CA, United States) or the IQ TM SYBR-Green© Supermix and a BioRad iQ5-Cycler (Bio-Rad Laboratories, Hercules, CA, United States) (Plank et al., 2006; Rother et al., 2012). In all samples, the relative amount of specific mRNA was normalized to at least four ubiquitously expressed housekeeping genes (β-Actin, hypoxanthin-guanin-phosphoribosyltransferase (HPRT), glycerinaldehyd-3-phosphat-dehydrogenase (GAPDH), and β-glucuronidase (GUSB). Oligonucleotides were designed with Primer Express software (Perkin-Elmer, Foster City, CA, United States). Primer pairs and Taqman probes are listed in Supplementary Table 1.

### Microarray Analyses of the Hypothalamus

Microarray experiments of mice hypothalamic RNA were performed as single-color experiments using 4_44K Mouse (v2) Whole Genome Arrays from Agilent Technologies (Santa Clara, CA, United States) as described before (Rother et al., 2012). First, differentially expressed genes between the CO group and HFD group, were identified using the Rank Product test (Breitling et al., 2004). Genes were called significant with a percentage false positive below 0.001. All statistical calculations were performed using R version 3.1.2 and Bioconductor. Functional Annotation Clustering was performed by DAVID Bioinformatics Resources^1^.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE135830^2^.

### Western Blot Analysis

Frozen dissected hypothalamic tissue of CO and HFD offspring was homogenized in lysis buffer as previously described (Alejandre-Alcazar et al., 2007). Protein concentration was determined with a BCA-Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, United States). Lysates resolved on a 10% reducing SDS-PAGE gel were transferred to a nitrocellulose membrane. Blots were probed with the following antibodies, see Supplementary Table 2. Monoclonal mouse anti-mouse-β-Actin (Cell Signaling, # 3700, 1:1000) and anti-mouse GAPDH (Cell Signaling, # 2118, 1:1000) served as a loading control. Anti-mouse IgG, horseradish peroxidase (HRP)-linked (Cell Signaling, # 7076, 1:2000), and anti-rabbit IgG, HRP-linked (Cell Signaling, # 7074, 1:2000) were used as secondary antibodies.

### Statistical Analysis

Values are shown as means ± standard error of the mean (SEM). The results of realtime RT-PCR were calculated based on the ΔΔCt– method and expressed as fold induction of mRNA expression compared to the corresponding control group (1.0-fold induction). Densitometric analysis of protein bands was performed using Bio-Rad ImageLab software (Bio-Rad, Munich, Germany). Two tailed Mann-Whitney-test was used to test significance of differences between HFD and CO animals at given time points. A *p*-value less than 0.05 was considered significant. The calculations were performed according to a previous agreement with the Institute of Medical Statistics, Informatics and Epidemiology, University of Cologne.

## Results

### Metabolic Phenotype

To assess the metabolic consequences of maternal diet-induced obesity in the offspring, we first determined body weight gain and non-fasted insulin and leptin levels of the dams. Before mating, females on HFD were markedly heavier than controls (Supplementary Figure 1A). Maternal diet affected the body weight gain of the dams but at G18 the absolute body weight was similar in both groups (Supplementary Figure 1A). Serum insulin levels did not differ on a significant level between CO and HFD dams, but there was a strong insulin increase between G0 and G15 in HFD dams (Supplementary Figure 1B). Serum leptin levels revealed a marked increase in HFD dams at G0 and G15 (Supplementary Figure 1C). Litter size and sex ratio did not differ between groups (Supplementary Figures 1D,E). Portions of dams and offspring characteristics of this cohort of mice have been reported previously (Bae-Gartz et al., 2016; Schmitz et al., 2018). Offspring of obese mouse dams displayed significantly increased body weight and epigonadal fat pad weight at P21 (Figures 1A,B). Interestingly, HFD offspring had lower body weights at P1 (Figure 1A). Additionally, HFD offspring showed significantly increased non-fasted serum insulin and leptin concentrations at P21 compared to controls (Figures 1C,D). To assess the effects of maternal obesity to the offspring’s glucose metabolism, GTTs were performed. HFD offspring showed increased blood glucose levels compared with CO offspring 15 min after glucose injection in the intraperitoneal GTT (Figure 1E). At all other time points, there were no significant differences detectable.

**FIGURE 1:**
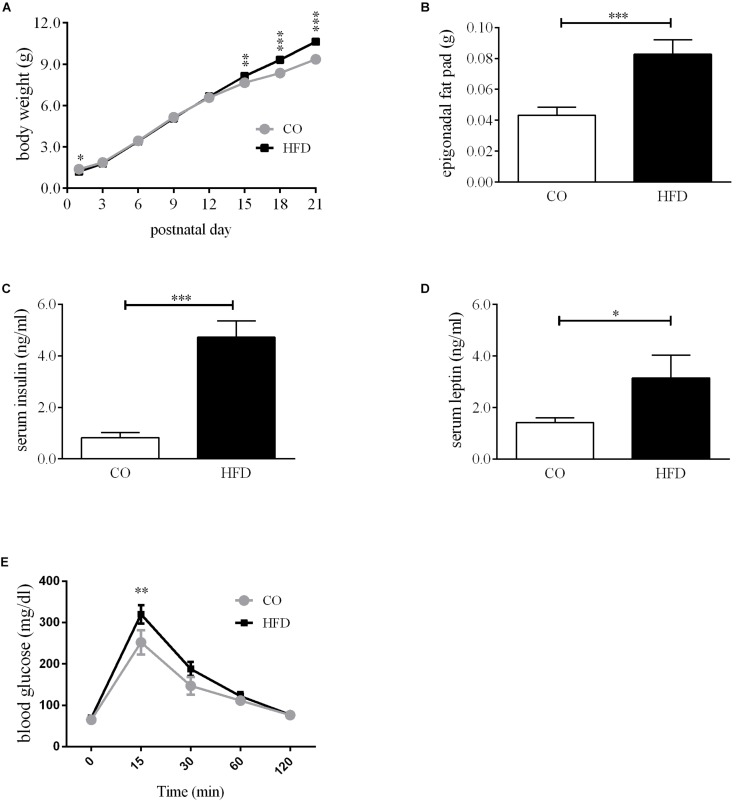
Offspring metabolic phenotype at P21. **(A)** Bodyweight gain offspring, *n* = 49–73. **(B)** Epigonadal fat pad weight, CO *n* = 35, HFD *n* = 22. **(C)** Serum insulin levels at P21, CO *n* = 8, HFD *n* = 6. **(D)** Serum leptin levels at P21, CO *n* = 7, HFD *n* = 6. **(E)** Intraperitoneal glucose tolerance test (GTT) at P21, CO *n* = 8 HFD *n* = 7. Data are presented as mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; CO, control; HFD, high fat diet; g, gram; p, postnatal day.

### Hypothalamic Phenotype

To examine whether maternal obesity also affects hypothalamic insulin and leptin signal transduction, we first quantified hypothalamic insulin and leptin receptor expression. Both, insulin and leptin receptor levels were significantly increased in HFD offspring at P21 (Figures 2A,B). Furthermore, we found significantly increased levels of phosphorylated RAC-alpha serine/threonine-protein kinase (pAKT) as well as increased protein levels of glycogen synthase kinase 3ß (pGSK3ß) in HFD offspring indicating robust activation of hypothalamic PI3K signaling at P21 following maternal obesity (Figures 2C,D). Consequently, hypothalamic 5′-Adenosine monophosphate-activated protein kinase (AMPK) phosphorylation was significantly decreased in HFD offspring (Figure 2E).

**FIGURE 2:**
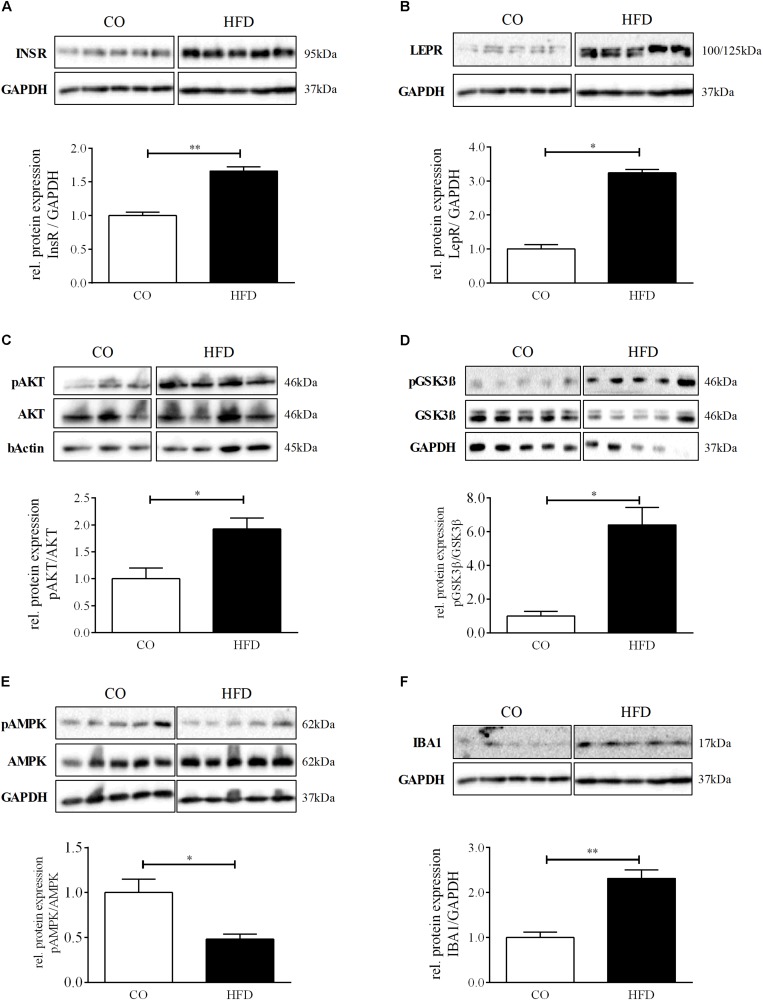
Hypothalamic phenotype at P21. **(A–F)** Representative Western Blots of INSR, LEPR, pAKT, pGSK3β, pAMPK, and IBA1 in hypothalamic tissue at P21. **(A–F)** Densitometric analysis of protein expression at P21: **(A)** INSR/GAPDH, CO *n* = 5, HFD *n* = 5. **(B)** LEPR/GAPDH, CO *n* = 5, HFD *n* = 5. **(C)** pAKT/AKT, CO *n* = 4, HFD *n* = 4. **(D)** pGSK3β/GSK3β, CO *n* = 5, HFD *n* = 4. **(E)** pAMPK/AMPK. **(F)** IBA1/GAPDH, CO *n* = 5, HFD *n* = 5. Data are presented as mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; CO, control; HFD, high fat diet.

Additionally, we assessed hypothalamic protein levels of Ionized calcium-binding adapter molecule 1 (IBA1), a marker for microglial activation and promotion of reactive gliosis, that has been associated with diet-induced obesity and hypothalamic dysfunction in mice with a just recently described role in enhancing orexigenic AgRP expression upon insulin action (Valdearcos et al., 2017; Winkler et al., 2019). Interestingly, hypothalamic IBA1 protein levels were significantly increased in HFD offspring at P21 (Figure 2F). POMC and NPY mRNA levels revealed no significant difference between CO and HFD offspring (Supplementary Figure 2).

### Hypothalamic Transcriptome Analysis

To evaluate the global hypothalamic gene expression profile accompanying the observed increase in insulin and leptin signaling and microglial activation at P21, we next performed genome-wide gene expression arrays with hypothalamic tissue of CO and HFD offspring (CO *n* = 5, HFD *n* = 6). 

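The arrays measured mRNA levels in the hypothalamus of male offspring at P21, in 5 samples from dams on standard chow (CO) and 6 from dams on the high-fat diet (HFD). Each sample was labelled with a single dye and hybridized to its own array, on which the brightness of a spot follows the amount of the transcript it binds. The authors deposited the scanner output of each array, with processed signals from which the software had already subtracted the background. Each array carried 43020 mouse spots for 39429 probes, and no mouse spot was saturated. The share of spots well above background was 82.5 to 85.7% on the CO arrays (median 83.3%, n = 5) and 71.8 to 77.4% on the HFD arrays (median 74.5%, n = 6). The 75th percentile of the processed signal was 2216 to 2932 intensity units on the CO arrays (median 2402) and 3135 to 3447 on the HFD arrays (median 3276). Processed signals were put on the log2 scale relative to this percentile of each array, control spots and outlier spots were left out, and spots of the same probe were averaged. Probes well above background on at least 5 of the 11 arrays were tested, which left 31790 probes, of which 22659 carried an accession matched to 17188 genes. HFD and CO offspring were compared by limma, two-sided, with Benjamini-Hochberg adjustment over all probes tested, and a gene was represented by its brightest probe. Counts over genes and lists came from a separate fit on the brightest probes, adjusted over the genes tested. The paper used the Rank Product test at a percentage of false positives below 0.001, and its text does not name a normalization between arrays. Across probes, arrays correlated at 0.989 to 0.996 within the CO group, 0.991 to 0.997 within the HFD group and 0.954 to 0.973 between the groups. The CO and HFD arrays were scanned 337 days apart, with different versions of the extraction protocol and on different slides, so that group and batch cannot be told apart. Each group lay on 2 slides, and with slide as a random block the estimated correlation between arrays of a slide was -0.036. Spike-in control probes bind RNA added to the samples, in amounts that are not given for either scan session. These probes were 0.68 higher on the log2 scale on the HFD arrays (exact permutation test, two-sided, p = 0.00216, the smallest p that 5 arrays against 6 allow). Scaling each array to these probes, an alternative chosen after their signals had been seen, lowers every log2 difference by that amount. The sample labels do not state whether each sample is a single animal or from which dam it came, so p-values measure the spread between these samples.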

Unsupervised principal component analysis revealed that global gene expression information differed markedly between CO and HFD offspring (Figure 3). 

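Hypothalamic samples of HFD and CO offspring lay apart along the first principal component of 31701 probes measured on all 11 arrays. CO samples scored from -110.3 to -70.3 on this component and HFD samples from 70.4 to 75.7, so the 6 HFD samples lay closer together than the 5 CO samples. The difference between the group means was 159 (exact permutation test, two-sided, p = 0.00216). The component held 74.5% of the variance. The second component held 6.81% of the variance and the third 3.78%, and neither separated the groups (exact permutation test, p = 0.827 and p = 0.946). On linear processed signals, the first component held 86.7% of the variance and again separated all HFD from all CO samples. Because each group was also scanned in a session of its own, the component separates diets and scan sessions alike.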

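At P21, among genes named by accession, taken by their brightest probe, well above background on all 11 arrays and without overlap between the groups, the largest increases in HFD offspring were found for Thoc2l, for several zinc finger genes and for Cep290, which encodes a protein of the primary cilium. Thoc2l was 31.4-fold higher, a log2 difference of 4.97 (standard error 0.34, adjusted p = 5.80e-07 from limma), from -5.42 ± 0.95 (SD, n = 5) in CO to -0.44 ± 0.086 (SD, n = 6) in HFD offspring. The other 9 genes with the largest increases by this rule were Gm14391 with a log2 difference of 4.81, Zfp534 with 4.50, Gm14393 with 4.41, Gm14308 with 4.37, Cep290 with 4.35, Zfp781 with 4.31, Zfp931 with 4.30, the ubiquitin protease gene Zup1 with 4.24 and Zfp992 with 3.98. The largest decreases by this rule, which leaves out dim probes, other probes of a gene and names from the paper's tables only, were found for Tatdn2 with a log2 difference of -3.71, the linker histone gene H1f0 with -3.55, Prr7, which encodes a transmembrane protein of synapses, with -3.48, and Zfyve9, which encodes an endosomal anchor protein of TGF-beta signaling, with -3.42. They were followed by the clathrin adaptor gene Ap2b1 with a log2 difference of -3.25 and by Psap, which encodes the precursor of lysosomal saposins, with -3.19. Psap fell from 4.91 ± 0.083 (SD, n = 5) to 1.72 ± 0.15 (SD, n = 6) on the log2 scale. The histone gene H2bu2 with a log2 difference of -2.98, Zmynd19 with -2.96 and the nuclear lamina gene Lmnb1 with -2.86 were also among the 10 largest decreases by this rule. All of these genes were measured well above background on every array, and every HFD sample lay beyond every CO sample. Over all genes, limma called 7487 probes higher and 13852 lower in HFD offspring, together 67.1% of the probes tested, at a median difference of -0.18 on the log2 scale. Differences of at least 2-fold were found for 2340 of the higher and 4051 of the lower probes. Every HFD sample lay above every CO sample for 5533 probes and below for 9720, together 48.0% of the probes, where chance gives 0.433%. Higher probes made up 35.1% of the calls, and 8.06% (2248 higher and 25630 lower) with scaling to spike-in probes, chosen after the data were seen. For 1289 of the called probes, a group was not well above background on any array, so that their fold change is only a bound.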

To determine the affected biological processes, we next performed Functional Annotation Clustering of the differentially expressed genes via DAVID analysis (Supplementary Tables 3, 4, gene order and probes for differentially expressed genes of hypothalamic tissue at P21 upregulated and downregulated). Interestingly, numerous GO-Terms and KEGG-Pathways related to the field of synaptic plasticity and neuron development ranged among the most prominently enriched functionally related gene groups when comparing HFD and CO offspring (Table 1).

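Receptors and scaffold proteins of synapses moved in both directions in the hypothalamus of HFD offspring. Among the receptors of neuroactive ligands, the prolactin receptor gene Prlr was 4.10-fold higher (log2 difference 2.04, standard error 0.14, adjusted p = 5.54e-07 from limma), although its second probe did not pass the test, and the kappa opioid receptor gene Oprk1 was higher by 1.76 on the log2 scale. The purinergic receptor gene P2rx1 fell by 1.81, and Npbwr1, a neuropeptide B and W receptor gene not well above background in any HFD sample, was at least 5.60-fold lower. Gria2, the AMPA receptor subunit that limits calcium entry, was 5.57-fold higher (log2 difference 2.48, standard error 0.17, n = 5 CO and 6 HFD). Of 73 receptor genes of neuroactive ligands measured, 20 were higher, 33 lower and 20 did not pass the test (21 higher and 33 lower when adjusted over the list alone). Their median log2 difference was -0.23, against -0.17 over all genes tested, and camera, which compares a list with all other genes, gave the direction up at an adjusted p of 0.886. Of 22 subunits of GABA-A and glycine receptors, which mediate inhibition, 10 were higher, 7 lower and 5 did not pass the test. The counts were the same when adjusted over the list alone. Their median was -0.075, and camera gave the direction up at an adjusted p of 0.277, or 0.789 with an estimated correlation. With scaling to spike-in probes the camera adjusted p was 0.0175 upward, at a median of -0.75. Gabrb1 rose by 1.32, Glra1 fell by 2.66, Glra4, well above background in 3 of 6 HFD samples, fell by 1.36, and Gabra3 had a difference of -0.80 on its brightest probe and 0.49 on another. Of 17 subunits of ionotropic glutamate receptors, 8 were higher, 4 lower and 5 did not pass the test, also when adjusted over the list alone. Besides Gria2, Grik1 was higher by 0.94, Grik4 lower with -0.99, and Grin2b had differences of 0.72 on its brightest probe and -0.39 on another. The glutamate receptor list had a median of 0.057 and a mean of 0.47, and camera gave an adjusted p of 0.0336 upward, which became an adjusted p of 0.293 with an estimated correlation, 0.0822 with quantile normalization, 0.0632 with no filter on dim probes, 0.0652 with a filter on all 11 arrays, 0.0893 with the mean over the probes of a gene and 0.130 with normexp, chosen after the data were seen. Of 39 genes of postsynaptic scaffold and adhesion, 9 were higher, 13 lower and 17 did not pass the test (9 and 12 when adjusted over the list alone; median -0.064, camera up, adjusted p = 0.600). Among them, the scaffold genes Dlg2 and Dlg4 fell by 1.01 and 1.18, whereas Gphn, the scaffold of inhibitory synapses, was higher by 0.56. Of 32 genes of presynaptic release, 13 were higher, 13 lower and 6 did not pass the test (14 and 14 when adjusted over the list alone), at a median of -0.018, a mean of 0.060 and a camera direction of up (adjusted p = 0.242). Rims2, Pclo and Snap25, genes of the release site and of vesicle fusion, were higher by 0.85, 1.00 and 0.59, and the vesicle gene Syn1 was lower with -0.38. Under scaling to spike-in probes, chosen after the data were seen, Gphn and Snap25 turn negative, as does the median of the glutamate receptor list, with -0.62. The functional annotation clusters of Table 1 were not recomputed, and the lists stand in for their terms. From these clusters, the paper states that synaptic plasticity and neuron development were among the most enriched groups, and it then turned to neurotrophins and their receptors.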

**FIGURE 3:**
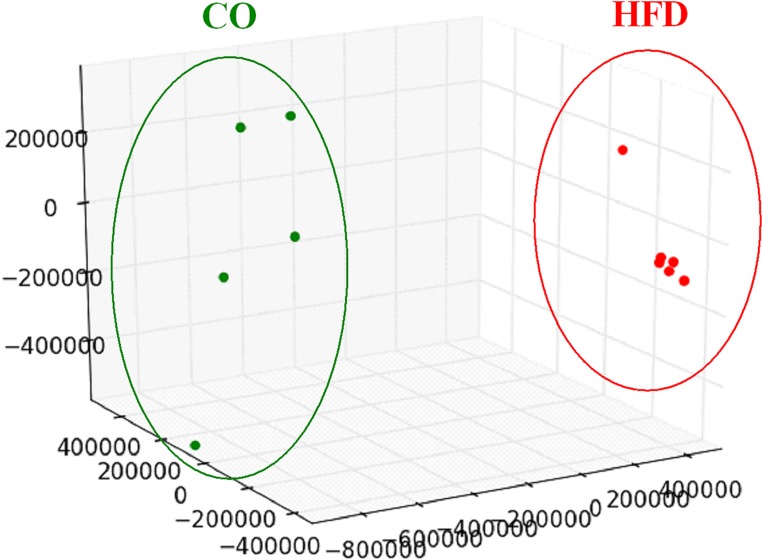
Hypothalamic transcriptome analysis at P21. Three-dimensional view of a principal component analysis of hypothalamic tissue performed with global gene expression information on male CO (*green dots*) and HFD (*red dots*) offspring at P21.

**TABLE 1:** Functional Annotation Clustering for differentially expressed genes between CO and HFD offspring.

**Category**	**Term**	***P*-value**	**FE**
KEGG_PATHWAY	mmu04080:Neuroactive ligand-receptor interaction	0.002	2,323
GOTERM_CC_FAT	GO:0045211∼postsynaptic membrane	0.005	2,873
GOTERM_CC_FAT	GO:0045211∼postsynaptic membrane	0.005	2,873
GOTERM_CC_FAT	GO:0032589∼neuron projection membrane	0.017	14,102
GOTERM_CC_FAT	GO:0031252∼cell leading edge	0.020	2,644
GOTERM_BP_FAT	GO:0048812∼neuron projection morphogenesis	0.022	2,095
GOTERM_BP_FAT	GO:0048858∼cell projection morphogenesis	0.026	1,966
GOTERM_CC_FAT	GO:0044456∼synapse part	0.028	2,018
GOTERM_CC_FAT	GO:0030054∼cell junction	0.029	1,610
GOTERM_BP_FAT	GO:0048666∼neuron development	0.029	1,749
GOTERM_BP_FAT	GO:0060080∼regulation of inhib. postsynaptic membrane potential	0.030	10,638
SP_PIR_KEYWORDS	postsynaptic cell membrane	0.032	2,439
GOTERM_BP_FAT	GO:0032990∼cell part morphogenesis	0.037	1,873
INTERPRO	IPR006028:Gamma-aminobutyric acid A receptor	0.040	5,183
GOTERM_CC_FAT	GO:0045202∼synapse	0.042	1,650
GOTERM_CC_FAT	GO:0031256∼leading edge membrane	0.042	8,974
GOTERM_CC_FAT	GO:0042995∼cell projection	0.044	1,488
GOTERM_BP_FAT	GO:0060081∼membrane hyperpolarization	0.046	8,510
GOTERM_BP_FAT	GO:0007409∼axonogenesis	0.048	1,914

*Enriched GO-Terms, Interpro and KEGG Pathways after Functional Annotation Clustering by DAVID Analysis. To simplify representation, only key nodes of the GO biological process tree found are shown. CO n = 5, HFD n = 6. GO, Gene Ontology; FE, fold enrichement; BP, Biological Process.*

### Hypothalamic Neurotrophin Expression

With regard to the microarray results in the hypothalamus of HFD and CO offspring at P21, we first determined the mRNA expression of several neurotrophic growth factors (*Bdnf*, *Ngf*, *Nt3*, *Nt4/5*, *Cntf*, and *Gndf*) in the hypothalamus of HFD and CO offspring at P21. Interestingly, we found a significant reduction in gene expression of *Bdnf* (66.7% of control; *p* < 0.05), *Ngf* (56.3% of control; *p* < 0.01) and *Nt4/5* (41.0% of control; *p* < 0.01) in HFD offspring compared to controls (Figure 4A). Moreover, there was also a trend toward reduced mRNA expression detectable for Nt3 and Gdnf, with 56.8 and 61.9% of control expression, respectively (*p* = 0.07). In contrast, for Cntf we detected a tendency toward increased gene expression as a result of maternal obesity (*p* = 0.10) (Figure 4A).

**FIGURE 4:**
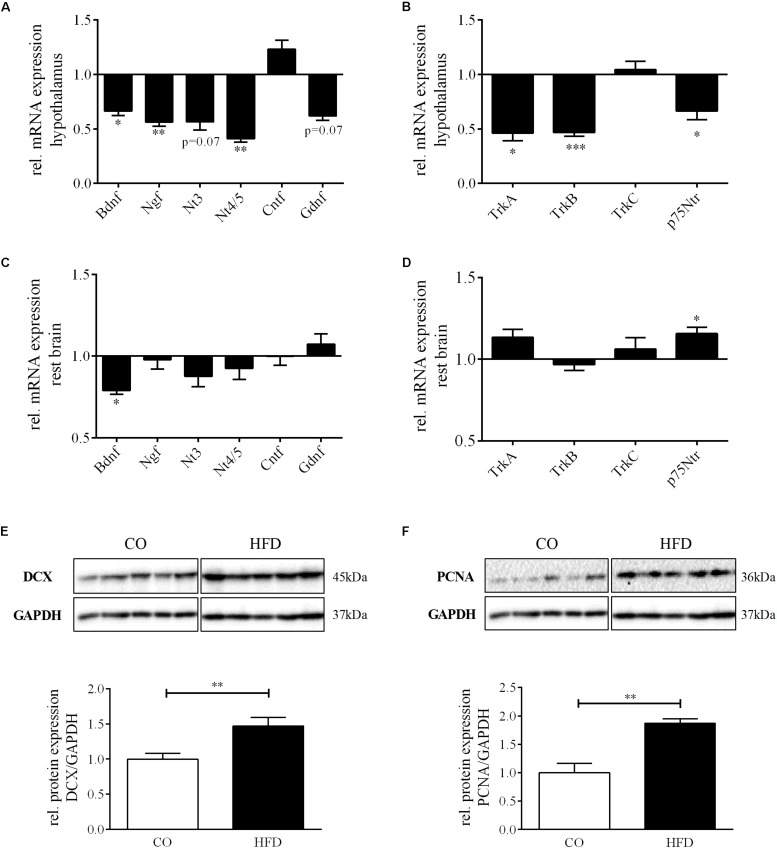
Neurotrophin expression and neurogenesis at P21. Relative gene expression compared to controls (= 1.0) at P21, CO *n* = 8, HFD *n* = 8. **(A)** Hypothalamic neurotrophins Bdnf, Ngf, Nt3, Nt4/5, Cntf, and Gdnf and **(B)** hypothalamic neurotrophin receptors TrkA, TrkB, TrkC, and p75Ntr. **(C)** Rest brain neurotrophins Bdnf, Ngf, Nt3, Nt4/5, Cntf, and Gdnf and **(D)** rest brain neurotrophin receptors TrkA, TrkB, TrkC, and p75Ntr. **(E,F),** Representative Western Blots of DCX and PCNA in hypothalamic tissue at P21. **(E,F)**, Densitometric analysis of protein expression at P21: **(E)** DCX/GAPDH, CO *n* = 5, HFD *n* = 5. **(F)** PCNA/GAPDH, CO *n* = 5, HFD *n* = 5. Data are presented as mean ± SEM. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; CO, control; HFD, high fat diet.

To determine whether altered hypothalamic gene expression as a result of maternal obesity is not only found for neurotrophic growth factors but also for their receptors, we quantified gene expression of *TrkA*, *TrkB*, *TrkC*, and *p75Ntr* in the hypothalamus of HFD and CO offspring at P21. We found no change in mRNA expression levels of *TrkC*, but significantly reduced gene expression for *TrkA*, *TrkB*, and *p75Ntr* (Figure 4B).

mRNA expression patterns of both, neurotrophins and neurotrophin receptors, in the rest of the brain did not reflect the pattern that we found in the hypothalamus (Figures 4C,D). However, mRNA expression of *Bdnf* was also found to be significantly reduced (*p* = 0.045) (Figure 4C) and *p75Ntr* significantly increased in the rest of the brain (0.023) (Figure 4D).

### Hypothalamic Neurogenesis and Synaptic Plasticity

To next evaluate the effects of maternal obesity on hypothalamic neuronal network plasticity, we first determined protein expression of doublecortin (DCX), a specific marker for newborn neurons, in the hypothalamus of HFD and CO offspring at P21. Hypothalamic DCX protein expression was significantly increased in HFD offspring compared to controls indicating enhanced hypothalamic neurogenesis (Figure 4E). Supporting this finding, also hypothalamic protein levels of proliferating cell nuclear antigen (PCNA), a marker for DNA synthesis but also DNA repair (Frade and Ovejero-Benito, 2015), was significantly increased in HFD offspring (Figure 4F).

We additionally quantified phosphorylation of synapsin, which is known to facilitate the transport of neurotransmitter-filled vesicles to the synapse during an action potential and thereby promotes synaptic plasticity. There was no statistically significant difference between groups (Figure 5A). However, we detected significantly reduced protein levels of phosphorylated Ca^2+^/calmodulin-dependent protein kinase II (CAMKII) in HFD offspring at P21, indicating changes in hypothalamic synaptic plasticity and efficacy as a result of maternal obesity (Figure 5B). To next evaluate the excitatory and inhibitory synaptic tone in the hypothalamus at P21, we measured hypothalamic protein expression levels of the vesicular glutamate transporter 2 (vGLUT2), a marker for excitatory synapses, and vesicular GABA transporter (vGat), a marker for inhibitory synapses. HFD offspring displayed significantly increased levels of vGLUT2 compared to controls, while vGAT remained unaltered (Figures 5C,D), indicating an overall increased excitatory tone in the hypothalamus of HFD offspring.

**FIGURE 5:**
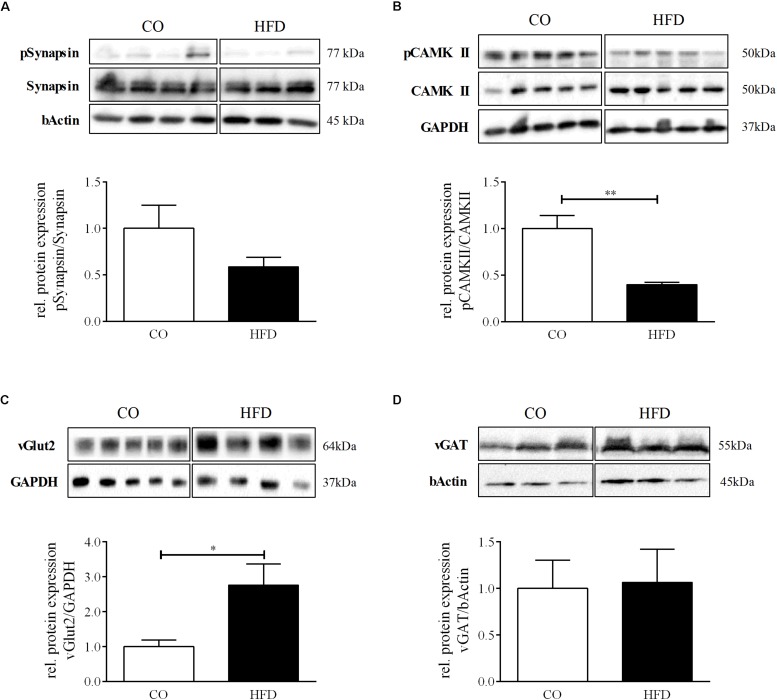
Hypothalamic synaptic plasticity at P21. **(A–D)** Representative Western Blots of pSynapsin, pCAMKII, vGlut2, and vGAT in hypothalamic tissue at P21. **(A–D)** Densitometric analysis of protein expression at P21: **(A)** pSynapsin/Synapsin, CO *n* = 4, HFD *n* = 4. **(B)** pCAMKII/CAMKII, CO *n* = 4, HFD *n* = 4. **(C)** vGLUT2/GAPDH, CO *n* = 5, HFD *n* = 4. **(D)** vGAT/GAPDH, CO *n* = 3, HFD *n* = 3. Data are presented as mean ± SEM. ^∗^*p* < 0.05; CO, control; HFD, high fat diet.

### Hypothalamic MAPK Signaling

Neurotrophin-associated signaling has been shown to converge on the levels of mitogen activated protein kinase (MAPK) signaling (Thomas and Huganir, 2004), an intracellular cascade closely tied to synaptic plasticity in several parts of the brain (Borrie et al., 2017). To investigate whether intracellular MAPK signaling in the hypothalamus of the offspring might be affected by maternal obesity, we determined total protein amount and phosphorylation of the MAP kinases extracellular signal regulated kinases 1/2 (ERK1/2), p38, c-Jun N-terminal kinase 1 (JNK1), and JNK2/3 in the hypothalamus of offspring of obese and lean mouse dams on P21. The ratio between phosphorylated and total amount of ERK1/2 was significantly reduced to 32.9% (*p* = 0.041) (Figure 6A) in the hypothalamus of HFD offspring indicating a decreased hypothalamic activation of the ERK1/2 pathway following maternal obesity. Moreover, for p38 we revealed significant reduction of pp38 in relation to total p38 to 19.8% (*p* = 0.002), indicating reduced activation of the p38 pathway in the hypothalamus of HFD offspring (Figure 6B). There were no significant changes in phosphorylation of JNK1 and JNK2/3 in the hypothalamus at P21 (Figures 6C,D).

**FIGURE 6:**
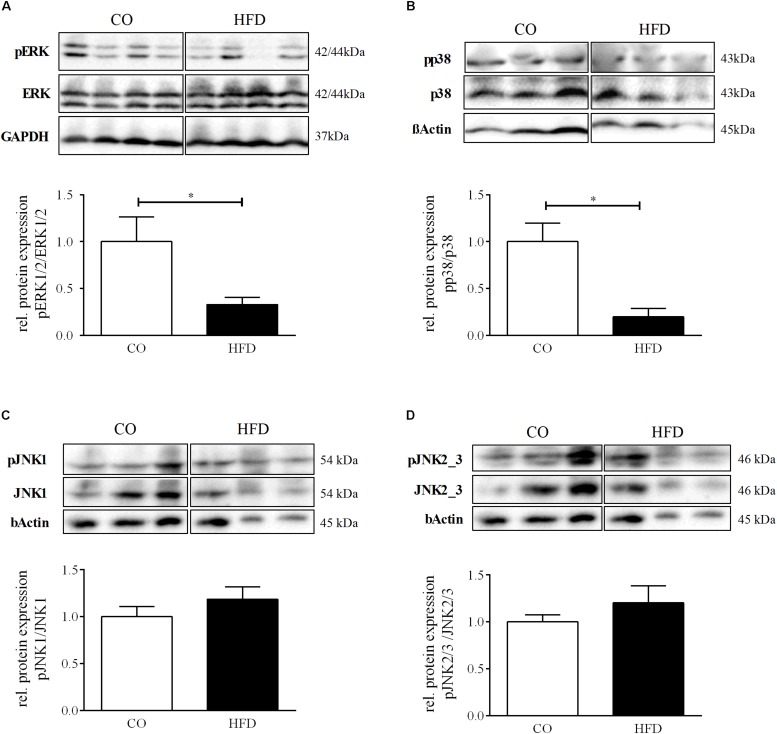
Hypothalamic MAP kinases signaling. **(A–D)** Representative Western Blots of pERK, pp38, pJNK1, pJNK2/3 in hypothalamic tissue at P21. **(A–D)** Densitometric analysis of protein expression at P21: **(A)** pERK/ERK, CO *n* = 4, HFD *n* = 4. **(B)** pp38/p38, CO *n* = 4, HFD *n* = 4. **(C)** pJNK1/JNK1, CO *n* = 4, HFD *n* = 4. **(D)** pJNK2/3/JNK2/3, CO *n* = 4, HFD *n* = 4. Data are presented as mean ± SEM. ^∗^*p* < 0.05; CO, control; HFD, high fat diet.

## Discussion

In the present study, we determined the effects of maternal obesity on the offspring’s hypothalamic glucose sensing and insulin signaling mechanisms, assessed the global gene expression profile of the hypothalamus, and addressed hypothalamic neurotrophin expression and associated mechanisms of synaptic plasticity at P21.

We were able to describe numerous novel hypothalamic changes in HFD offspring: (a) increased IBA1 expression, (b) a global gene expression pattern indicative of major changes in neurogenesis and plasticity, and (c) reduced neurotrophin expression, changes in neurogenesis and plasticity marker expression as well as reduced MAPK signaling (ERK1/2 and p38).

In detail, we showed that maternal obesity resulted in a massive increase in hypothalamic insulin signaling at P21 and we found increased expression of hypothalamic IBA1, a marker for activated microglia. Activated microglia has been shown to promote reactive gliosis in the hypothalamus (Valdearcos et al., 2017), a mechanism directly affecting hypothalamic connectivity (Dorfman and Thaler, 2015). Just recently, acute insulin administration in mice was shown to induce both, hypothalamic AgRP expression and microglia activation (Winkler et al., 2019) suggesting a role for microglial cells in close vicinity to orexigenic neurons in facilitating the release of hunger signals to counteract hypoglycemia. In light of this hypothesis, the strong and long-lasting increase in hypothalamic insulin signaling in HFD offspring at P21 might be one reason for the observed activation of microglia in order to prevent potential hypoglycemia. This would result in increased sensation of hunger and the promotion of reactive hypothalamic gliosis with all its consequences for formation and function of hypothalamic feeding networks (Thaler et al., 2012; Valdearcos et al., 2017). This interpretation is supported by the finding of Vogt et al., who could show that blockade of insulin signaling in hypothalamic anorexigenic POMC neurons protects the offspring from maternal HFD-induced malformation of POMC neuron projections (Vogt et al., 2014). It is important to note that increased hypothalamic insulin signaling at P21 in our model of maternal obesity seems to precede insulin resistance in the brain and peripheral organs in adult offspring as shown by previous work of our group (Schmitz et al., 2018) and others (Samuelsson et al., 2008; Akyol et al., 2012; Gomes et al., 2018; George et al., 2019). Thus, it is tempting to speculate whether adult-onset hypothalamic insulin resistance might be a functional consequence of increased hypothalamic insulin signaling during early life. With regard to leptin’s effect at P21, it is worth mentioning that leptin is known to inhibit AMPK in the arcuate nucleus and reduce food intake (Hardie, 2015). Thus, it seems plausible that increased hypothalamic leptin action at P21 reflects the overfed state in HFD offspring. It would, however, be of great interest to attribute the reduction in phosphorylated hypothalamic AMPK found in our model at P21 to a specific cell type to further understand leptin’s role in hypothalamic AMPK signaling.

Furthermore, we performed microarray analysis of hypothalamic tissue of CO and HFD offspring at P21. These data revealed significantly different gene expression signatures as a result of maternal obesity. 

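Genes that mark the main cell types of the hypothalamus moved in several directions between HFD and CO offspring. Oligodendrocyte genes were mostly lower in HFD offspring, among them the myelin genes Mag and Mbp with log2 differences of -0.64 and -0.89, and several microglial genes were lower, among them the growth factor receptor gene Csf1r with -0.82 and Trem2 with -0.65. Gfap, the intermediate filament of astrocytes, fell by 1.31, and the neuronal genes Elavl4 and Syt1 were higher by 0.71 and 0.57. Of 12 oligodendrocyte genes measured, 1 was higher, 7 lower and 4 did not pass the test, with the same counts adjusted over the list alone (median -0.44, camera down, adjusted p = 0.458); Myrf and Cnp also fell, by 0.71 and 0.64. Of 6 genes of oligodendrocyte precursors, 4 were lower and 2 did not pass the test, also when adjusted over the list alone (median -0.30, camera down, adjusted p = 0.368), with Gpr17 at -0.78 and Sox10 at -0.35. Of 19 microglial genes, 3 were higher, 9 lower and 7 did not pass the test, also when adjusted over the list alone (median -0.21, camera down, adjusted p = 0.600). Fcrls was lower with -0.67, whereas probes of Itgam lay on both sides of 0, with 0.69 on the brightest. Of 12 astrocyte genes, 3 were higher, 2 lower and 7 did not pass the test, also when adjusted over the list alone; their median was 0.058, their mean -0.038 and the camera direction up (adjusted p = 0.569). Aldh1l1 fell by 0.53, and Sox9 and Fgfr3 were higher by 0.36 and 0.21. The other probe of Fgfr3 was at -0.23 and did not pass the test. Of 12 neuronal genes, 6 were higher, 1 lower and 5 did not pass the test (5 higher when adjusted over the list alone, where the lower gene no longer passed). Their median was 0.13 and camera gave an adjusted p of 0.0336 upward, but an adjusted p of 0.384 with an estimated correlation, 0.159 with quantile normalization, 0.0632 with no filter on dim probes, 0.0652 with a filter on all 11 arrays, 0.0504 without CO replicate 1, 0.0513 without HFD replicate 1 and 0.198 with normexp, and 0.243 at a median of -0.54 with scaling to spike-in probes. Of 12 genes of endothelium and pericytes, 5 were higher, 5 lower and 2 did not pass the test, also when adjusted over the list alone (median -0.11, camera up, adjusted p = 0.600), with the transporter gene Slco1a4 at 0.91, the tight junction gene Cldn5 at -0.57, Cdh5 at 0.63 and Pdgfrb at 0.42. Of 5 genes of red blood cells, 4 were lower and 1 did not pass the test, also when adjusted over the list alone (median -0.41, camera down, adjusted p = 0.277), with the globin gene Hba-a1 at -0.89. All 4 Y-linked genes measured were higher, also when adjusted over the list alone, although all samples came from males: Uty by 1.90, Ddx3y by 2.94, Eif2s3y by 1.00 and Kdm5d by 0.64. Their median was 1.45, with a camera adjusted p of 0.0161, and an adjusted p of 0.384 with an estimated correlation. The mean log2 deviation of this list varied within CO offspring, from -1.31 in replicate 2 to -0.22 in replicate 4. The list of striatal genes described below was highest (1.51) and lowest (-0.58) in these samples. In HFD offspring the Y-linked mean ran from 0.42 in replicate 3 to 0.97 in replicate 6, with the striatal list at -0.99 and 0.16. Under scaling to spike-in probes, chosen after the data were seen, Syt1, Sox9, Fgfr3, Cdh5, Pdgfrb and Kdm5d turn negative. Over all genes, 3819 were higher and 7587 lower, 66.4% of those tested. Of 2434 genes with at least 2 called probes, 371 (15.2%) had probes called in opposite directions.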

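Genes expressed in brain regions that border the hypothalamus, and in the pituitary and the ventricle wall, were also compared between HFD and CO offspring. Striatal genes were mostly lower in HFD offspring, with log2 differences of -2.71 (standard error 0.68) for the adenosine receptor gene Adora2a, -2.06 for Ppp1r1b, which encodes DARPP-32, -1.29 for Bcl11b and -1.25 for the dopamine receptor gene Drd2. Adora2a varied widely within both groups, at 0.76 ± 1.44 (SD, n = 5) in CO and -1.95 ± 1.10 (SD, n = 6) in HFD offspring, which overlapped. Of 12 striatal genes, 9 were lower and 3 did not pass the test, also when adjusted over the list alone, at a median of -1.10; camera gave an adjusted p of 0.256 downward, 0.0490 without CO replicate 4, and 0.789 with an estimated correlation and all arrays. Thalamic genes were mostly higher, at a median of 0.53 that scaling to spike-in probes turns to -0.15, with Tcf7l2, a transcription factor of Wnt signaling, at 0.96 and Lef1, another, at 0.63, whereas the calcium-binding protein gene Calb2 was at -0.67 and probes of Synpo2 went both ways, with 1.18 on the brightest. Of 10 thalamic genes, 6 were higher, 1 lower and 3 did not pass the test, also when adjusted over the list alone. Camera gave an adjusted p of 0.0336 upward for this list, but an adjusted p of 0.789 with an estimated correlation, 0.0547 with quantile normalization, 0.0632 with no filter on dim probes, 0.0652 with a filter on all 11 arrays, 0.0893 with the mean over the probes of a gene, 0.0597 without CO replicate 5 and 0.0513 without HFD replicate 1. Of 12 genes of cortex and hippocampus, 1 was higher, 5 lower and 6 did not pass the test (1 and 4 when adjusted over the list alone; median -0.55, camera down, adjusted p = 0.606), with Prox1 at 0.91, Lamp5 at -1.12 and Neurod1 at -0.77. The other probe of Neurod1 was at 0.44 and did not pass the test. Of 21 genes that mark regions of the hypothalamus itself, 5 were higher, 7 lower and 9 did not pass the test, also when adjusted over the list alone (median -0.21, camera up, adjusted p = 0.606). The homeobox genes Irx3 and Lhx6 were at -2.38 and 1.29, the transcription factor gene Arnt2 was at -0.77, and Sim1, a gene of paraventricular neurons that was not well above background in any CO sample, was at least 4.37-fold higher. The other probe of Lhx6 was at -0.49 and did not pass the test. Of 9 genes of ependyma and tanycytes, 1 was higher, 2 lower and 6 did not pass the test (1 and 1 when adjusted over the list alone; median -0.12, camera up, adjusted p = 0.606), with the deiodinase gene Dio2 at 0.97 and Foxj1, a regulator of cilia, at -0.40. Of 9 genes of choroid plexus, 2 were higher, 2 lower and 5 did not pass the test (2 and 1 when adjusted over the list alone; median -0.26, camera up, adjusted p = 0.606), with Enpp2 at 0.45, a call that ends with normexp, and the water channel gene Aqp1 at -0.73, a call that ends without CO replicate 3. Of 7 pituitary genes, 3 were higher, 2 lower and 2 did not pass the test, also when adjusted over the list alone (median 0.42, camera up, adjusted p = 0.600), with the hormone subunit gene Lhb at -1.18, Chga at -0.45 and Pitx1 at 1.06. Lef1 and Enpp2 turn negative under scaling to spike-in probes.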

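The probes listed in Supplementary Tables 3 and 4 showed some of the largest differences between HFD and CO offspring at P21. Tmed9, which encodes a protein of vesicle transport, was 12.1-fold higher in CO than in HFD offspring, and the paper's value is 12.1. Ctnna2, which encodes an alpha-catenin of neurons, was 8.61-fold higher in CO offspring, against the paper's 8.47. Trpc2, named from the paper's table and well above background in 3 of 6 HFD samples, was 13.8-fold higher in CO offspring, against the paper's 9.42. In the other direction, the level in CO offspring was 0.0115 of that in HFD offspring for Iqcf4 (the paper's value is 0.016), which was well above background in 3 of 5 CO samples. For Tpr, which encodes a protein of the nuclear pore, it was 0.0400 (the paper's value is 0.0383), and for the predicted genes Gm14325, Gm4944 and Gm14305 it was 0.0308, 0.0264 and 0.0222 (the paper's values are 0.0299, 0.0295 and 0.0276). Gm4944 was well above background in 4 of 5 CO samples, and Gm14305 in 1 of 5. For all 20 genes in the first 10 entries of both tables, the difference from the paper's fold change was within the larger SD between replicates. Of the 301 probes of Supplementary Table 3, 300 were tested, and 299 of these were lower in HFD offspring at an adjusted p under 0.05 from limma, with a Spearman correlation of 0.549 with the paper's fold changes across probes. Of the 799 probes of Supplementary Table 4, 786 were tested and higher in HFD offspring, 785 of them past the threshold, with a Spearman correlation of 0.933. Over both tables the correlation across 1086 probes was 0.965; probes are not independent replicates, and the paper chose them on these arrays, so these shares are not independent evidence. A Rank Product test of the same values, at a percentage of false positives below 0.001, called 897 probes higher and 656 lower in HFD offspring. These included 699 of the 783 higher and 222 of the 298 lower probes of the paper's tables that this test covered. In simulated data, the test made 35 false calls, more than its threshold allows.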

Here we present all differentially expressed genes arising from the comparison of CO and HFD offspring (Supplementary Tables 3, 4). 

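Zinc finger genes with names in Zfp, many of which encode DNA-binding proteins, were more often higher than lower in the hypothalamus of HFD offspring, at a median log2 difference of 0.33 that turns to -0.35 with scaling to spike-in probes, an alternative chosen after the data were seen. Zfp960 was 13.0-fold higher, a log2 difference of 3.70 (standard error 0.20, adjusted p = 1.09e-07 from limma). Zfp971 and Zfp820 were not well above background in any CO sample and were at least 7.20-fold and at least 15.2-fold higher, the bright group's mean set against the background limit of the other. Of 348 zinc finger genes measured, 191 were higher, 87 lower and 70 did not pass the test (191 higher and 88 lower when adjusted over the list alone). A difference of at least 1 on the log2 scale was found for 108 of the higher and 10 of the lower genes. The mean log2 difference of the list was 0.68, and camera gave an adjusted p of 5.74e-11 upward, and an adjusted p of 0.363 with an estimated correlation. The list was chosen after Supplementary Table 4 had been read, which the paper made from these arrays, and it is not independent evidence of its direction. Zinc finger genes have related sequences, and transcripts of several of them can bind the same probe. Within CO offspring, the mean log2 deviation of the list ran opposite to that of the striatal list at the extremes. It was lowest in replicate 2 (-0.52, striatal list 1.51) and highest in replicate 4 (-0.17, striatal list -0.58). Within HFD offspring, both lists were lowest in replicate 1 (0.28 and -1.22) and highest in replicate 6 (0.33 and 0.16). Whether this adds to the group difference was not tested. The histogram of zinc finger genes beside all other genes shows their upper tail.

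**Figure D1:**
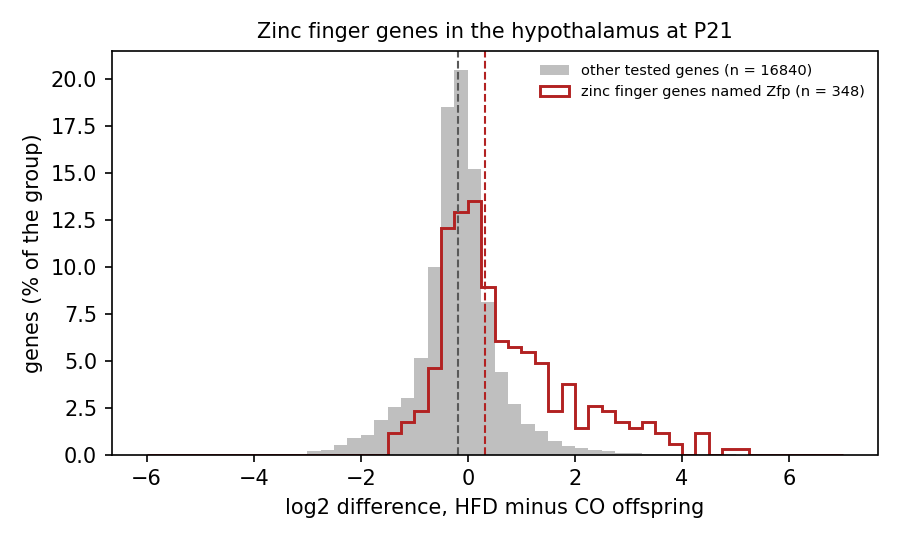
Log2 difference between HFD and CO offspring at P21 (horizontal axis) in 348 zinc finger genes named Zfp (red outline) and in 16840 other genes tested (grey), each as a percentage of its group (vertical axis) in bins of the log2 difference. Dashed lines mark the medians, 0.33 for zinc finger genes and -0.18 for other genes. Of the zinc finger genes, 108 were higher by at least 1, though single other genes such as Iqcf4 (6.45) lie beyond Zfp820 (5.24). With scaling to spike-in probes the median of the zinc finger genes is -0.35.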

Among the most upregulated genes in HFD offspring we found multiple zinc finger proteins. Analyzing the most prominently downregulated genes in HFD offspring, we found amongst others *Map3k10* and *Cntfr*, a member of the MAP kinase family and a neurotrophin receptor. Furthermore, among the affected biological processes by maternal HFD, many GO-Terms referring to neurogenesis, axogenesis, and synaptic plasticity peaked out. 

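Both Map3k10, which encodes a mixed lineage kinase upstream of JNK, and Cntfr, the receptor of ciliary neurotrophic factor, were lower in HFD offspring. Map3k10, named from the paper's table, had a log2 difference of -3.60 on 1 of the 2 probes listed there (standard error 0.15, adjusted p = 3.14e-08 from limma), from -1.85 ± 0.18 (SD, n = 5) in CO to -5.46 ± 0.31 (SD, n = 6) in HFD offspring. The other probe had a difference of -1.90 (standard error 0.068, adjusted p = 1.42e-08). Cntfr was at 0.41 ± 0.13 (SD, n = 5) in CO and -2.56 ± 0.20 (SD, n = 6) in HFD offspring, a log2 difference of -2.97 (standard error 0.10, adjusted p = 1.36e-08) or 7.86-fold. Ngfr, which encodes the low-affinity neurotrophin receptor p75, fell by 1.55 (standard error 0.16, adjusted p = 7.59e-06), and Gfra1, a coreceptor of GDNF, fell by 0.58, whereas Lifr, a signaling subunit shared with the CNTF receptor, was higher by 1.03. Of 3 probes of Lifr, 2 were called higher, and the lowest, at -0.26, did not pass the test. Of 23 neurotrophins and receptors measured, 4 were higher, 11 lower and 8 did not pass the test, with the same counts adjusted over the list alone (median -0.34, camera down, adjusted p = 0.627). The list holds genes that the paper picked from these arrays and is in part not independent evidence of its direction. In the MAPK cascade, Map2k1, which encodes the kinase MEK1, was lower with -0.68, and Mapk3, which encodes ERK1, was lower with -0.26. In contrast, the kinase genes Braf and Map3k2 were higher by 0.90 and 1.07, and the transcription factor gene Atf2 by 1.13. The call of Braf ends with scaling to spike-in probes, chosen after the data were seen (0.22, adjusted p = 0.0746 from limma). Of 46 genes of the cascade, 9 were higher, 18 lower and 19 did not pass the test, also when adjusted over the list alone. Their median was -0.082 and their mean -0.032, and camera gave the direction up (adjusted p = 0.606), or down when a gene was taken as the mean of its probes. Of 6 other genes the paper names, 1 was higher, 3 lower and 2 did not pass the test (1 and 4 when adjusted over the list alone; median -0.26, camera down, adjusted p = 0.606), with the transferrin receptor gene Tfrc at 1.81. The plot of single samples shows the distance between the groups for 7 of these genes.

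**Figure D2:**
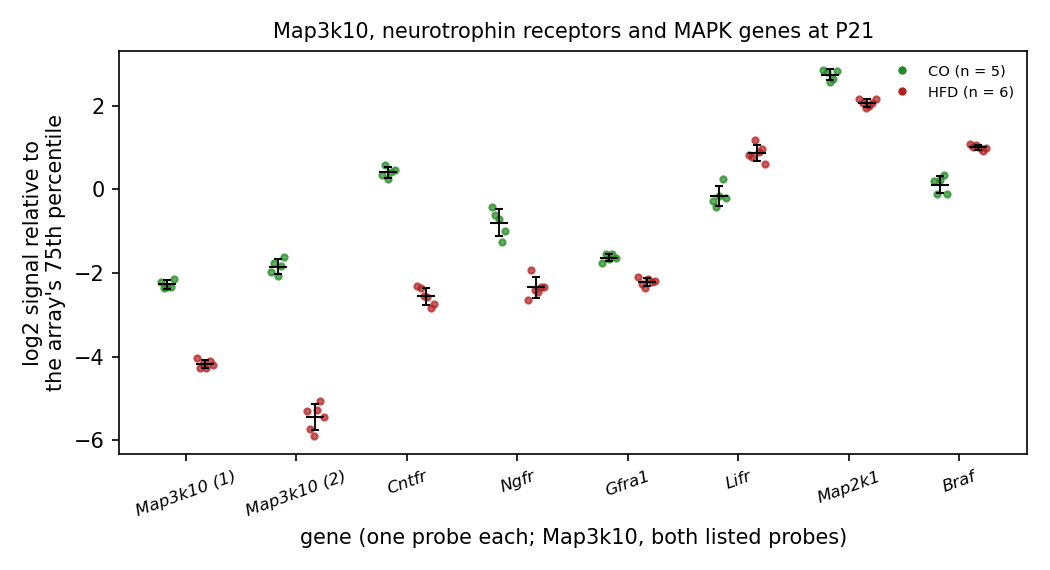
Log2 signal relative to the 75th percentile of each array (vertical axis) for Map3k10, Cntfr, Ngfr, Gfra1, Lifr, Map2k1 and Braf (horizontal axis) in 5 CO (green) and 6 HFD (red) samples at P21; points are samples and black bars the mean ± SD. For Map3k10, (1) is the probe with a difference of -1.90 and (2) the probe with -3.60; Cntfr lies near 0.41 in CO and near -2.56 in HFD offspring.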

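Genes of axon growth and guidance were more often higher than lower in HFD offspring, at a median log2 difference of 0.25 that turns to -0.43 with scaling to spike-in probes, chosen after the data were seen. Rock1, which encodes a kinase of the growth cone, was 4.83-fold higher (log2 difference 2.27, standard error 0.13, adjusted p = 1.46e-07 from limma), and its relative Rock2 was higher by 1.29. The netrin receptor gene Dcc was higher by 2.24 and Map2, which encodes a microtubule protein of dendrites, by 1.35. Of 51 genes of axonogenesis measured, 27 were higher, 8 lower and 16 did not pass the test, with the same counts adjusted over the list alone. The mean of the list was 0.41, and camera gave an adjusted p of 4.09e-05 upward, and an adjusted p of 0.109 with an estimated correlation. Camera compares the list with all other genes, and its direction is up with either scaling. In CO offspring, the mean log2 deviation of the list was lowest in replicate 2 (-0.33), where the striatal list was highest (1.51). It was highest in replicate 4 (-0.135), where the striatal list was lowest (-0.58). In HFD offspring, both lists were lowest in replicate 1 (0.15 and -1.22) and highest in replicate 6 (0.23 and 0.16). Among genes of neurogenesis and proliferation, those with the smallest adjusted p were Smc4 and Smc2, subunits of condensin, higher by 3.05 and 2.06, the mitotic motor gene Cenpe, by 1.99, and Mki67, which encodes the proliferation marker Ki-67, by 2.40. Dcx, a marker of migrating neurons, was higher by 1.05 (standard error 0.12, adjusted p = 1.35e-05), whereas Pcna, a clamp of DNA replication, had a difference of 0.067 (adjusted p = 0.291) that passes with normexp, chosen after the data were seen (0.27, adjusted p = 0.00391). With scaling to spike-in probes, Pcna passes as lower instead (-0.61, adjusted p = 5.54e-05). Of 33 genes on this list, 9 were higher, 9 lower and 15 did not pass the test, also when adjusted over the list alone. Their median was -0.0044, their mean 0.25, and camera gave the direction up at an adjusted p of 0.256, or 0.0141 with scaling to spike-in probes. With an estimated correlation the adjusted p was 0.789. The mean log2 deviation of this list lay below every CO sample in HFD replicate 1 (-0.26) and above every CO sample in the other HFD replicates.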

By qPCR measurements in hypothalamic tissue, we confirmed that, indeed, HFD offspring displays significantly reduced hypothalamic mRNA expression levels for various neurotrophins and neurotrophin receptors, including *Bdnf* and its receptor *TrkB*. This finding is interesting in several ways. Besides its direct effect on synaptogenesis and neuronal plasticity (Unger et al., 2007), BDNF has been shown to have a clear anorexigenic effect (Molteni et al., 2004; Rask-Andersen et al., 2011). Heterozygous BDNF-knockout mice display hyperphagia with significantly increased body weight and elevated serum leptin and insulin levels along with decreased hypothalamic *Bdnf* mRNA expression (Kernie et al., 2000). Furthermore, intra-cerebroventricular application of BDNF or other TrkB ligands can reverse this effect and cause significant weight loss (Kernie et al., 2000; Burns et al., 2010; Fox et al., 2013), and BDNF injection specifically into the ventromedial nucleus of the hypothalamus leads to reduced food intake and an increase in energy expenditure (Wang et al., 2007). Moreover, also reduced TrkB receptor expression in the brain of mice leads to increased body weight and food intake (Xu et al., 2003). Keeping all that in mind, it is well conceivable that reduced hypothalamic BDNF signal transduction in offspring of obese mouse dams as indicated by reduced gene expression of both, *Bdnf* and TrkB, might contribute to their predisposition for obesity on P21 and permanently shape hypothalamic feeding networks to metabolic dysfunction. Future studies are needed to prove this hypothesis.

Information on the role of other members of the neurotrophin family and their receptors in energy homeostasis regulation is scarce. However, it is known that intra-cerebroventricular injection of NGF or NT4/5 also causes weight loss in mice (Kernie et al., 2000). NGF acts mainly through the TrkA receptor, whereas NT4/5 has been shown to activate TrkB receptor signaling (Glebova and Ginty, 2005). Thus, the hypothalamic gene expression pattern in the offspring of obese mouse dams in our experiment suggests an overall reduction in hypothalamic TrkA and B signaling following maternal obesity. This could contribute to the significantly reduced activation of the receptor associated MAP kinases ERK1/2 and p38 (Chaves et al., 2013; Wuhanqimuge et al., 2013). Both, ERK1/2 and p38, are sensitive to feeding status and show increased activation upon fasting in the hypothalamus of mice (Ueyama et al., 2004). At the same time, ERK1/2 signaling plays an important role in synapse formation (Huang and Reichardt, 2001; Alonso et al., 2004; Hans et al., 2004) and participates in long-term synaptic plasticity in hippocampus and sensory neurons (Martin et al., 1997). Various studies indicate that MAPKs are located in synaptic terminals influencing short- and long-term plasticity by phosphorylation of synaptic targets such as synapsin (Jovanovic et al., 2000; Sweatt, 2004; Boggio et al., 2007; Giachello et al., 2010). Thus, a reduction in Trk-mediated MAPK activation along with a reduction in synapsin phosphorylation to approximately 50% following maternal obesity (although not statistically significant) would suggest a link between maternal body weight and both, the offspring’s hypothalamic neuronal plasticity and their metabolic phenotype on P21. However, it is important to note that we did only observe a trend toward reduced synapsin phosphorylation in this study.

In addition to the above mentioned MAPK signaling pathways, neurotrophins also activate the phospholipase C gamma (PLCgamma) and the phosphatidylinositol 3-kinase (PI3K) pathways. While we did not address the role of PLCgamma signaling in this study, we determined hypothalamic AKT phosphorylation, an important downstream messenger of PI3K in HFD and CO offspring at P21. In contrast to the reduction in MAPK signaling, we found a massive increase in AKT phosphorylation in the hypothalamus of HFD offspring accompanied by increased phosphorylation of the downstream target GSK3ß. This finding cannot be explained by the observed changes in neurotrophin expression. As mentioned above, however, we found a strong increase in hypothalamic insulin signaling in HFD offspring. Thus, one could speculate that a potential effect of altered neurotrophin signaling is masked by the strong insulin action on hypothalamic cells at this time point. Being aware of the fact that reduced BDNF and NGF serum and tissue levels have been associated with hyperinsulinemic states like obesity and type-2-diabetes (Molteni et al., 2002; Geroldi et al., 2006; Suwa et al., 2006; Bullo et al., 2007; Krabbe et al., 2007; Fujinami et al., 2008; Yamanaka et al., 2008; Golden et al., 2010), even a causal relationship between overactive insulin signaling and decreased neurotrophin levels as part of a negative feedback mechanism is imaginable (Ding et al., 2006). Of course, further experiments will be needed to prove this hypothesis including deeper analysis of functional insulin sensitivity at P21.

The overlap in effects of neurotrophins and other metabolic cues on MAPKs and PI3K might also explain the effects of maternal obesity on expression of markers of synaptic plasticity in the hypothalamus of the offspring. Phosphorylation of synapsin in the hypothalamus shows a tendency toward reduction following maternal obesity along with significantly reduced pCAMKII protein levels. CAMKII is a protein involved in synaptic plasticity, memory and learning and its phosphorylated form is considered constitutively active. CAMKII activity is required for induction of long-term potentiation in the hippocampus and the associated structural plasticity of dendritic spines (Murakoshi et al., 2017). To our knowledge, CAMKII has so far not been assessed in the hypothalamus with regard to network formation of feeding circuits. However, reports on leptin modulating CAMKII activity in the hippocampus *in vitro* in a dose-dependent manner (Vogt et al., 2014) and altered hypothalamic CAMKII activity in diabetic rats (Ramakrishnan et al., 2005b) support our hypothesis that hormones or other metabolic factors might affect hypothalamic spine formation and synaptic activity via CAMKII-mediated processes. Interestingly, reduced hypothalamic CAMKII activity *in vitro* goes along with reduced p38 levels (Ramakrishnan et al., 2005a). And also, ERK1/2 has been functionally linked to synapsin expression *in vitro* (Chen et al., 2018). Both findings might suggest a possible direct connection between reduced MAP kinase signaling and the reduction of expression of both plasticity markers found in the hypothalamus of HFD offspring.

To investigate the overall synaptic tone in the hypothalamus, we set out to quantify vGLUT2 and vGAT protein expression representing excitatory and inhibitory synapses, respectively. While hypothalamic vGAT protein expression did not differ between groups, hypothalamic vGLUT2 protein levels were significantly increased in HFD offspring, indicating an overall increase in excitatory synapses. The ratio of excitatory and inhibitory synaptic inputs to hypothalamic feeding neurons is known to change in response to metabolic hormones, such as leptin and ghrelin (He et al., 2018). Within the hypothalamus, vGlut2 expressing neurons are most abundant in the ventromedial hypothalamic nucleus (VMH) (Tong et al., 2007). Interestingly, mice lacking vGlut2 in the VMH lack the ability to counteract hypoglycemia caused by insulin administration (Tong et al., 2007). Thus, elevated hypothalamic vGLUT2 expression in HFD offspring might directly result from sustained insulin signaling as described before. However, only recently, vGlut2 neurons in the nucleus arcuatus were found to be fast-acting anorexigenic neuronal populations that interconnect peripheral signals like CCK or leptin with other ARC neurons or directly project to the PVN (Guillebaud, 2019). Hypothalamic vGlut2 neurons were shown to be leptin sensitive (Guillebaud, 2019). Thus, increased leptin serum levels, increased hypothalamic leptin receptor protein expression and increased hypothalamic vGLUT2 expression in HFD offspring of our model confirm this recently described functional relationship. As leptin and vGlut2 are both involved in promoting satiety, upregulation of vGlut2 might be a compensatory mechanism of HFD offspring to counteract elevated body weight and fat pad weight at P21. Only future experiments that address the localization of vGlut2 within the different nuclear regions of the hypothalamus can answer the question which of these two conflicting interpretations is adequate or which effect might outweigh the other.

Interestingly, and in contrast to the impression of reduced hypothalamic plasticity marker expression in HFD offspring at P21, hypothalamic markers for proliferation and neurogenesis (DCX and PCNA) were significantly increased. This is in accordance with the only other study that addressed hypothalamic neurogenesis in the context of maternal HFD feeding so far (Chang et al., 2008). Chang et al. elegantly assessed neurogenesis in different hypothalamic nuclei at several time points during lactation and revealed that the effects on neurogenesis differ significantly between the distinct nuclei, with the most prominent increase in neurogenesis in the periventricular nucleus and the lateral hypothalamus. However, rat dams in their study received HFD only during part of the gestation and did not display an obese phenotype. In contrast, offspring exposure to gestational diabetes was shown to result in the malformation of medio-basal hypothalamic nuclei, which was suggested to be secondary to reduced neuron formation (Harder et al., 2001; Fahrenkrog et al., 2004; Franke et al., 2005; Dearden and Ozanne, 2015). Neurogenesis is generally thought to have a positive effect on network plasticity. However, recent studies reveal that in the hypothalamus, neuronal precursor cells are capable of differentiating into orexigenic or anorexigenic neurons in response to nutritional signals. Hypothalamic neurogenesis may thus act as an adaptive mechanism in order to respond to changes in food supply (Recabal et al., 2017). So, together with insulin’s postulated effect on IBA1 and vGlut2 expression in our model, increased neurogenesis (of orexigenic neurons?) in the hypothalamus of HFD offspring might thus also be interpreted as part of the physiologic response to prevent of hypoglycemia. Co-localization of DCX and orexigenic and anorexigenic cell markers would be helpful to test this hypothesis and evaluate whether, indeed, the HFD offspring’s neuronal precursor cells are more prone to differentiate into orexigenic neurons.

During pregnancy and lactation, the offspring of obese mothers is inevitably exposed to a variety of altered circulating hormonal and nutritional signals. Especially, the quality of ingested fatty acids seems to be of important matter for brain development and function of the offspring, as ingestion of increased amounts of saturated or trans fatty acids by the mother even in the absence of obesity has been shown to cause hypothalamic dysfunction in mice and rat offspring (Pimentel et al., 2011; Rother et al., 2012). We found reduced hypothalamic neurotrophin signaling following maternal obesity that was induced by ingestion of a diet rich in saturated fatty acids. In a very similar animal model, maternal obesity has been shown to cause BDNF deficiency in the hippocampus and deficits in spatial learning in the offspring (Tozuka et al., 2010). Also, omega-3-fatty acid deficiency during pregnancy and lactation has been shown to alter BDNF-TrkB-signaling in the hypothalamus and cause anxiety-like behavior in the rat (Bhatia et al., 2011). Taken together, hypothalamic neurotrophin signaling might be influenced by the quality and quantity of dietary fatty acids ingested by the dam. This hypothesis is further supported by the fact that also in adult rats, high-fat feeding causes reduced BDNF-signaling in the hippocampus, that can be restored upon reduced dietary fatty acid intake (Woo et al., 2013).

The timeliness of linking diet-induced changes in hypothalamic neurotrophin signaling to alterations in energy homeostasis is further substantiated by a report of Byerly et al. (2013) who identified neuron-derived neurotrophic factor (NENF) as a novel secreted protein in the hypothalamus regulating appetite by interacting with melanocortin signaling. Thus, neurotrophin action in the hypothalamus is gaining more and more attention as an important modulator of hypothalamic control of energy balance – either by directly modulating synaptic network formation and function or by interacting with established pathways of energy homeostasis regulation like the melanocortin system.

We aimed to shed light on the molecular mechanisms responsible for hypothalamic energy balance regulation from a completely new perspective. There are several limitations to our study – including the fact that we were not able to attribute the observed effects to specific nuclear regions of the hypothalamus and that we are lacking a direct mechanistic link between our observations and hypothalamic network formation in our animals. Yet, taken together, there is clear evidence that body weight and feeding status of the mother has an impact on the offspring’s hypothalamic neurotrophin signaling and expression of proteins involved in synaptogenesis and neurotransmitter release. Future experiments will have to show whether the observed changes are the underlying mechanism for altered wiring of hypothalamic feeding circuits and might therefore explain the predisposition for disturbed energy homeostasis as a consequence of maternal obesity. Another limitation of the study is that only male offspring were analyzed in the animal model. Some effects of developmental programming on long-term offspring health are gender-specific (Howie et al., 2009; Carter et al., 2012; de Souza et al., 2015). De Souza et al. who recently published studies examining the effects of maternal obesity on the offspring, used only male offspring. Our data is comparable with those studies (Alfaradhi et al., 2016; Frihauf et al., 2016; Liang et al., 2016; Beeson et al., 2018; Berends et al., 2018; Loche et al., 2018).

## Conclusion

Taken together, we detected a global gene expression pattern in HFD offspring at P21 that was indicative of major changes in hypothalamic neurogenesis and plasticity. Targeted analysis of hypothalamic neurotrophin expression, neurogenesis and plasticity marker expression, and MAPK signaling (ERK1/2 and p38) confirmed our hypothesis that hypothalamic neurotrophin associated MAPK signaling might contribute to the pathogenesis of the offspring’s hypothalamic feeding network dysfunction in maternal obesity. Thereby, we hope to add a puzzle piece to the ongoing search for targets for the prevention and treatment of adult metabolic diseases.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE135830^3^. The raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher. Additionally, the raw data is included in the Supplementary Files.

## Ethics Statement

The animal study was reviewed and approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (Permit Number: 37.09.292).

## Author Contributions

Each author has made an important scientific contribution to the study. IB-G, RJ, JD, and EH-R participated in the study design. IB-G and RJ carried out the animal experiments. SB, C-SK, LB, RJ, IB-G, and CV performed the molecular analyses. IB-G, RJ, and EH-R analyzed and interpreted the data. AO performed the microarray analysis. LS, NF, SB, TH, SA, and JD carefully revised the manuscript. EH-R was the guarantor of this work.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

(p)AKT: (phosphorylated) RAC-alpha serine/threonine-protein kinase
(p)AMPK: (phosphorylated) 5 ′ -adenosine monophosphate-activated protein kinase
(p)CAMKII: (phosphorylated) Ca^2+^/calmodulin-dependent protein kinase II
(p)ERK: (phosphorylated) extracellular-signal regulated kinases
(p)GSK3beta: (phosphorylated) glycogen synthase kinase 3 beta
(p)JNK1: (phosphorylated) c-JunN-terminal kinase 1
(p)JNK2: (phosphorylated) c-JunN-terminal kinase 2
(p)JNK3: (phosphorylated) c-JunN-terminal kinase 3
(p)p38: (phosphorylated) p38 mitogen-activated protein kinase
ARC: arcuate nucleus of the hypothalamus
BDNF: brain-derived neurotrophic factor
CNTF: ciliary neurotrophic factor
CO: control group
DCX: doublecortin
G: gestational day
GAPDH: glycerinaldehyd-3-phosphat-dehydrogenase
GDNF: glial cell derived neurotrophic factor
GO-terms: gene ontology terms
GTT: glucose tolerance test
HFD: high fat diet
HRP: horseradish peroxidase
IBA1: ionized calcium-binding adapter molecule 1
InsR: insulin receptor
KEGG: Kyoto Encyclopedia of Genes and Genomes
LepR: leptin receptor
MAPK: mitogen activated protein kinase
NENF: neuron-derived neurotrophic factor
NGF: nerve growth factor
NPY: neuropeptide Y
NT3: neurotrophin 3
NT4/5: neurotrophin 4/5
P: postnatal day
p75NTR: p75 neurotrophin receptor
PCLgamma: phospholipase C gamma
PCNA: proliferating cell nuclear antigen
PI3K: phosphatidylinositol 3 kinase
POMC: propriomelanocortin
PVN: paraventricular nucleus
TrkA: tropomyosin receptor kinase A
TrkB: tropomyosin receptor kinase B
TrkC: Tropomyosin receptor kinase C
vGAT: vesicular gamma-aminobutyric acid (GABA) transportervGlut2 Vesicular glutamate transporter 2.

How the deposited data were processed for this re-analysis (not part of the article)

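Hypothalamic RNA of male offspring at P21 was measured on Agilent mouse whole genome arrays with a single dye, in 5 CO and 6 HFD samples, as the sample labels and the paper give them. The authors deposited the scanner output of each array, and the values used are intensity values of spots on a linear scale, made by the authors with the Feature Extraction software, which had subtracted the background. The submitters' processing notes name version 10.8 of this software and the file headers version 10.7.3.1. Normalization between arrays is not given in the sources used here. No array had values identical to those of another, and each sample was counted as 1 replicate.

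From these values, log2 of the processed signal was taken minus the 75th percentile of each array. Control spots and spots marked as outliers by the software were left out, and spots of the same probe were averaged. Each array had 44397 spots, of which 43020 were mouse spots. Of 39429 mouse probes, 26369 carried an accession that matched 19987 genes in a gene table of the mouse assembly GRCm38.p6 without versions, 369 were named only from the paper's supplementary tables, and 12691 were left unnamed. Probes had to be well above background on at least 5 of the 11 arrays, which left 31790 probes, of which 27162 were well above background on all arrays. Names from the paper's tables only, such as Map3k10 and Trpc2, do not enter counts over lists or genes. Coordinates, probe sequences, GC content and transcript length were not used here.

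HFD and CO samples were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested, with a threshold of 0.05. Counts over genes and lists came from a separate fit on the brightest probe of each gene, adjusted over the genes tested. The estimate is HFD minus CO. A gene was represented by its brightest probe over all arrays, chosen without regard to the groups. For a probe that was not well above background on any array of a group, the fold change is given as a bound, the mean of the brighter group against the lowest signal among probes well above background on each array of the other, or the probe's own signal where higher. Single values were compared by exact permutation tests. The principal components were computed on log2 values centred per probe. The number of arrays limits the precision.

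Gene lists were compared with all other genes by camera (limma) with a preset correlation of 0.01, adjusted over the lists, and also with an estimated correlation. The lists covered neurotrophins and receptors, feeding and hypothalamic neuropeptides, receptors of neuroactive ligands, GABA-A and glycine receptors, ionotropic glutamate receptors, postsynaptic and presynaptic genes, axonogenesis, neurogenesis and proliferation, the MAPK cascade, immediate early genes, insulin and leptin signaling, and markers of microglia, astrocytes, oligodendrocytes and their precursors, neurons, endothelium and pericytes, ependyma and tanycytes, choroid plexus, pituitary, striatum, thalamus, cortex and hippocampus, hypothalamic regions and blood. Further lists held Y-linked genes, the reference genes of the RT-qPCR, other genes the paper names, zinc finger genes named Zfp, olfactory, vomeronasal and taste receptors, ribosomal proteins and genes of mitochondrial respiration. No annotation of gene ontology terms was used, so the clusters of Table 1 were not recomputed.

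The genes named in the text follow a rule. They are the 10 genes with the largest increase and the 10 with the largest decrease among those past the threshold, well above background on all 11 arrays and without overlap between the groups, every gene the paper names, up to 4 members of each list with the smallest adjusted p, and the genes in the first 10 entries of Supplementary Tables 3 and 4, whose fold changes in the paper had been seen. The named-gene rule, the lists and all alternatives but 2 were set before the array files were examined, but the lists of zinc finger genes and of olfactory, vomeronasal and taste receptors were chosen after the paper's Supplementary Tables 3 and 4, made from these arrays, had been read. The test of the spike-in shift, the tally of zinc finger genes by chromosome, the correlations with the striatal list and some details of other tests were chosen after results had been seen.

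The alternatives were quantile normalization, scaling to the median, no filter on dim probes, a filter requiring all 11 arrays, slide as a random block, the replicate number as a block, the leading number of the CO labels, which 3 and 2 samples share, as a random block, leaving out each array in turn, the Rank Product test of the paper with and without the filter, an exact Mann-Whitney test, an adjusted p under 0.001, a difference of at least 2-fold, array weights with a variance trend, linear signals for the principal components, the mean over the probes of a gene, and an estimated correlation in camera. With the replicate number as a block, HFD replicate 6 has no CO partner and does not enter the estimate. The Rank Product test was written anew for this work, with 100 permutations. Background correction by normexp was planned on mean spot signals, which the files used here do not hold, and was run on median spot signals with an offset of 50 instead. This setting and scaling to spike-in probes were chosen after the data were seen.

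The tests were tested on simulated data, with 31701 probes of which 200 were changed by known sizes. For the comparison of HFD and CO samples, limma recovered 79% of probes changed by 1 on the log2 scale and 98% of those changed by 2, with 13 false calls. The Rank Product test recovered 15% and 100%, with 35 false calls. This is more than its threshold of 0.001 on the percentage of false positives allows. The simulation changed far fewer probes than were called in the real data. The number of calls was also counted for 100 of the 462 splits of the samples into groups of 5 and 6. The RT-qPCR, protein and metabolic measurements of the paper were made in other assays and were not analysed here. Results for a few genes are not reported here.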

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

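The test of the spike-in shift, the interval and the comparison with genes of like signal used for the ribosomal proteins, and the rank on the CO arrays alone were chosen only after the result had been seen, and the zinc finger list after Supplementary Table 4 had been read; the other tests here were not.

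In 33 of 434 groups of samples, formed from 217 named probes and lists in CO and HFD offspring, the highest or lowest sample stood far from the others, where chance gives about 21.7. HFD replicate 1 stood apart most often. Its mean over the measured members was low for the feeding and hypothalamic neuropeptides (-0.38), ependyma and tanycytes (-0.64), choroid plexus (-0.94) and cortex and hippocampus (-1.19), and high for the pituitary genes (0.66), each as a mean log2 deviation over the list. Among single genes, HFD replicate 1 was low for Dcc (5.90 on the log2 scale relative to the 75th percentile), Itgam (5.52), Foxj1 (-0.66), Aqp1 (-2.65), Bcl11b (-1.83), Lhx6 (3.797) and Iqcf4 (-3.65), and high for Slc17a6 (3.04) and Irx3 (-2.84).

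CO replicate 4 was high for Zfyve9 (-0.28) and Map2 (2.33) and low for H2bu2 (2.60), Aif1 (-0.40), Actb (6.24), Hba-a1 (6.00) and the mean of the reference genes of the RT-qPCR (-0.14). CO replicate 5 was high for Pomc (1.497) and Syn1 (4.75) and low for Cspg4 (-0.14) and Lef1 (-1.91). HFD replicate 3 was high for Mapk3 (2.37) and low for Gphn (1.03) and Eif2s3y (-0.44). HFD replicate 6 was high for Gdnf (-2.95), Rpl36al (3.75) and Gm14432 (0.077). HFD replicate 5 was low for Ier2 (-4.15), and HFD replicate 2 was low for the mean of mitochondrial respiration (-0.097).

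In data the paper does not report, the spike-in control probes had a median log2 difference of 0.55 between HFD and CO arrays, and the Y-linked genes, all measured in males, had a median of 1.45.

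The number of probes that differ between HFD and CO offspring is high, and chance can be excluded for it: the real grouping gave 21339 probes and 11406 genes, which 1 of 100 splits of the samples reached for both, the real one, with 16525 probes and 8900 genes as the highest of the others. For the number of gene lists shifted, chance cannot be excluded, since 46 of 100 splits gave at least the real 8, with 14 as the highest of the others, and the split that follows the slides gave 7. A higher background on the HFD arrays is argued against as the whole cause, because 60.8% of the 7948 brightest probes, far above background, were also called. A batch in labelling, hybridization or scanning cannot be told apart from the diet, since each group has its own scan session and the spike-in probes, for which the amounts of RNA added are not given, shifted by a median of 0.55 (0.25 to 1.27 over 8 probes, 7 of them without overlap). Maternal diet stays open as an untested explanation.

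Zinc finger genes named Zfp had a median log2 difference of 0.33, or -0.35 with scaling to spike-in probes, while 10000 random lists matched on signal had medians of -0.22 to -0.09 (95% range), which argues against a dependence on signal level. Other probes of the called genes had the same direction in 84.9% (90 of 106 genes, 95% exact interval 76.6 to 91.1), which argues against a change of single probes. Ribosomal protein genes, short and abundant, had a median of 0.11 (95% interval over genes 0.071 to 0.17), or -0.57 with scaling to spike-in probes. Against other genes of like signal, which the scaling does not move, they were higher by 0.21 (exact permutation test, two-sided, p = 0.00433). Every HFD sample lay above every CO sample by this measure. Their plain mean overlapped between the groups (difference 0.099, exact permutation test, p = 0.0563). Genes of mitochondrial respiration were higher by 0.12 against genes of like signal (exact permutation test, p = 0.00649), with overlap. Transcript length was not used, so these values cannot decide on an opposite yield of short and long transcripts. Transcripts of related genes that bind the same probe, GC content and the scan batch stay open, as does maternal diet, which was not tested.

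For the probes of Supplementary Tables 3 and 4, which hold the largest changes, a change of single probes stays open. Other probes of the same genes changed less in the listed direction, by 26.0% of the listed median in Supplementary Table 3 (12.6 to 32.4; 0.58 against 2.25 in 56 genes, of which 48 had the same direction) and by 40.3% in Supplementary Table 4 (32.1 to 49.7; 0.88 against 2.17 in 135 genes, of which 113 had the same direction). Listed probes were chosen for large changes, so a smaller change of the other probes does not decide it. A higher background on the HFD arrays stays open for Supplementary Table 3, whose median probe is dim, brighter than 22.2% of the probes tested (32.2% on the CO arrays alone). Maternal diet was not tested against these.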

How the results depend on the processing

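Normexp on median signals and scaling to spike-in probes were chosen only after the data were seen; the other settings were not. Of 185 named genes and probes, 172 passed the threshold, and 162 of these kept their direction and stayed past it under the settings chosen in advance that were run per gene (normalizations, filters, blocks and leaving out each array); among the other 10 were Ntrk2, Mapk14, Crym, Folr1, Rasgrf2, Cspg4, Ywhaz, Actb and Aqp1. The number of probes called depended on test and threshold: 4602 higher and 7668 lower at an adjusted p under 0.001, 2340 and 4051 with at least 2-fold, 897 and 656 with the Rank Product test, and 778 and 500 with that test and no filter on dim probes, since these thresholds are stricter or the test is another. For the settings that follow, the cause was not tested. Gene lists shifted up numbered 7, and 4 with quantile normalization, 4 with no filter on dim probes and 4 with a filter on all 11 arrays. Lists shifted down numbered 1, and 0 by camera with no filter on dim probes, where the olfactory, vomeronasal and taste receptors turned from down to up at a median of -0.16. With an estimated correlation, camera called 0 lists up and 0 down, and 3 lists had an unadjusted p under 0.05.

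Leaving out each array in turn gave 7067 to 7489 probes higher and 12831 to 13743 lower, 3576 to 3812 genes higher and 7046 to 7572 lower, 5 to 8 lists up and 1 to 2 down (2 without CO replicate 4), 4 to 6 genes of the RT-qPCR lower and 3 to 3 higher, 99.7 to 99.9% of the listed probes called in the paper's direction, a Spearman correlation of 0.959 to 0.966 with the paper's fold changes, and 72.5 to 76.4% of the variance on the first principal component. With the replicate number as a block, 6933 probes were higher and 12979 lower; same-numbered CO and HFD samples correlated at -0.087 to 0.22 in their deviations from the group means, over 0.1 in 2 of 5 pairs, so the numbers do not pair the samples. As random blocks, slide gave a correlation of -0.036 and the shared leading number of CO labels 0.017.

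With normexp, 3 genes of the RT-qPCR were lower and the Spearman correlation with the paper's fold changes was 0.784. The planned normexp on mean signals was not run, because the files used here do not hold them. Scaling to spike-in probes moved the median over all probes from -0.18 to -0.85 and gave 2248 probes higher and 25630 lower, 946 genes higher and 14383 lower, and, by limma, 0 genes of the RT-qPCR higher and 10 lower. It turned the ribosomal proteins to a median of -0.57 and genes below 0, among them Bdnf (-0.0014), Cntf (-0.12), Ntrk3 (-0.23), Insr (-0.31), Prkaa1 (-0.084), Pcna (-0.61), Actb (-0.41), Hprt (-0.24), Hcrt (-0.094), Gphn (-0.12), Snap25 (-0.082), Sox9 (-0.32), Fgfr3 (-0.46), Syt1 (-0.11), Cdh5 (-0.050), Pdgfrb (-0.25), Enpp2 (-0.22), Lef1 (-0.044), Kdm5d (-0.034), Rpl26 (-0.23), Rps27a (-0.12), Rpl36al (-0.093), Rpl5 (-0.25) and Cox7b (-0.15), and ended calls that stayed above 0, among them Prkaa2, Slc17a6, Pmch, Grin2b, Rims2, Braf, Itgam, Elavl4, Slco1a4, Dio2, Pitx1, Prox1 and Eif2s3y. The lower share of spots well above background on the HFD arrays limits dim probes.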

Differences from the paper's values

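Settings named here as chosen after the data were seen are marked so; the others were set before the data were examined.

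Supplementary Table 3 of the paper holds 301 probes lower in HFD offspring, and limma called 13852 lower at an adjusted p under 0.05, a threshold other than the paper's percentage of false positives. All 26 settings tried, 2 of them chosen after the data were seen, which gave 500 to 25630 probes, differ from the paper's number by more than 1.5 times, the Rank Product test at the paper's threshold included. Supplementary Table 4 of the paper holds 799 probes higher in HFD offspring, and limma called 7487. The Rank Product test at the paper's threshold, set before the data were examined, came within 1.5 times of the paper's number with the filter on dim probes (897) and without it (778), and the other 24 settings did not. In simulated data this test made more false calls than its threshold allows, so its counts are only rough.

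Vmn1r42 is given in the paper's Supplementary Table 3, of genes lower in HFD offspring, with a fold change of CO over HFD of 0.6162, the paper's value, which such a table cannot hold. Here the difference did not pass the test (log2 difference -2.11, standard error 1.02, adjusted p = 0.0878 from limma). The ratio of CO over HFD was 4.31, but it is only rough, since the probe was well above background in 1 of 6 HFD samples. No other settings were run for this gene.

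By RT-qPCR, the paper's value for Bdnf in HFD offspring is 66.7% of control, with n = 8 per group and no statement whether these include the animals of the arrays, and the arrays gave 160% (159.6). Of 20 settings, which gave 99.9 to 172%, the 99.9% with scaling to spike-in probes, chosen after the data were seen, is within 1.5 times of the paper's value, and the 19 others, with all those set before the data were examined, are not. The paper's value for Nt3 is 56.8% of control, and the arrays gave 96.9%; again scaling to spike-in probes, with 60.7% and chosen after the data were seen, is within 1.5 times of it and the 19 others are not. That scaling lowers every gene alike; it still calls 99.6% of the probes the paper lists in the paper's direction, against 99.8%, but moves Cntf, which the paper gives as tending to be higher, below 0.

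The paper reports an unaltered TrkC mRNA level, whereas 4 probes of Ntrk3 passed the test here with log2 differences from -0.40 to 0.50. It reports more LEPR and INSR protein in HFD offspring; the mRNA had log2 differences of -1.38 for Lepr, whose other probes reach 1.12, and 0.37 for Insr, of whose 3 probes 1 was called lower, at -0.88. It reports more IBA1 and PCNA protein; the mRNA had differences of -0.18 for Aif1 (adjusted p = 0.102) and 0.067 for Pcna, neither past the threshold, though Aif1 passes as lower without CO replicate 4 (-0.25, adjusted p = 0.0180) and without HFD replicate 6 (-0.23, adjusted p = 0.0495). With normexp, chosen after the data were seen, Aif1 passes as lower (-0.45, adjusted p = 3.68e-04) and Pcna as higher (0.27, adjusted p = 0.00391), and with scaling to spike-in probes, also chosen after, both pass as lower. It reports an unaltered vGAT level, and Slc32a1 was at -0.57. In the paper's direction were Ntf5 at 51.2% of control (the paper's value is 41.0%), which with normexp, chosen after the data were seen, is at 87.2% and no longer passes (log2 difference -0.20, adjusted p = 0.0518), Gdnf at 69.5% (the paper's value is 61.9%), which did not pass the test here, and Ngfr and Ntrk2, both lower, though the call of Ntrk2 ends under 8 of 20 other settings. Of these settings, the replicate number as a block and leaving out HFD replicate 6 gave the same estimate for Ntrk2 (-0.19). Cntf mRNA was higher, and so were Dcx and Slc17a6, whose proteins DCX and vGLUT2 the paper reports as higher, and the 20 genes of the tables' first entries had the paper's direction. Slc17a6 was highest among HFD samples in replicate 1 (3.04) and lowest among CO samples in replicate 5 (1.37). So was the mean of the thalamic list (0.42 and -0.58), which was higher in HFD offspring. The highest CO sample was replicate 4 for Slc17a6 and replicate 3 for the list. Whether neighbouring tissue adds to the difference was not tested.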

Other observations

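The tally of zinc finger genes by chromosome, the correlations with the striatal list, normexp and scaling to spike-in probes were chosen only after the result had been seen, and the lists of zinc finger genes and of olfactory, vomeronasal and taste receptors after the paper's Supplementary Tables had been read; the other lists and alternatives were not.

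Neuropeptides of feeding moved in both directions in HFD offspring. Pmch, which encodes melanin-concentrating hormone, was higher by 0.87 on the log2 scale, and Hcrt, which encodes orexin, by 0.58, which turns to -0.094 with scaling to spike-in probes, while the opioid peptide genes Pnoc and Pdyn were at -0.32 and -1.39. Both followed the mean of the striatal list, which was lower in HFD offspring, across the 5 CO samples (Pearson correlation 0.962 and 0.967), and across the 6 HFD samples the correlation was 0.327 and 0.818. Pomc (-0.12), Npy (-0.30) and Agrp (0.57) did not pass the test; without HFD replicate 1, Agrp was at 0.83 with an adjusted p of 7.06e-04 from limma. Of 27 such genes measured, 6 were higher, 5 lower and 16 did not pass the test (6 and 4 when adjusted over the list alone; median -0.010, camera up, adjusted p = 0.428). In insulin and leptin signaling, the AMPK subunit genes Prkag1 and Prkab1 were at -0.77 and -0.73, the catalytic subunit genes Prkaa1 and Prkaa2 at 0.59 and 0.70, and Akt2 at -1.20, whereas Akt1 (-0.090) and the brightest probe of Gsk3b (-0.088) did not pass the test; other probes of Gsk3b were called both ways, at -0.66 and 0.63. With scaling to spike-in probes, Prkaa1 turns to -0.084 and Prkaa2 to 0.029, and neither passes. Akt1 (-0.77) and the brightest probe of Gsk3b (-0.76) then pass as lower. Of 28 genes of this list, 9 were higher, 9 lower and 10 did not pass the test, also when adjusted over the list alone; the median was 0.030, the mean -0.025 and the camera direction up (adjusted p = 0.458). Immediate early genes were mostly lower, with Junb at -1.36, Nr4a1 at -1.17, Arc at -1.15 and Ier2 at -0.53. Of 19 measured, 1 was higher, 11 lower and 7 did not pass the test, also when adjusted over the list alone (median -0.46, camera down, adjusted p = 0.256). Their mean followed that of the striatal list across the CO samples (Pearson correlation 0.952) but not across the HFD samples (0.0207), and a change of neuronal activity was not tested.

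Of 82 ribosomal protein genes, 30 were higher, 8 lower and 44 did not pass the test (25 and 8 when adjusted over the list alone), with Rpl36al at 0.58, Rps27a at 0.55, Rpl26 at 0.45 and Rpl5 at 0.43. Camera gave an adjusted p of 2.26e-04 upward, and an adjusted p of 0.789 with an estimated correlation; the median of 0.11 turns to -0.57 with scaling to spike-in probes. Of 72 genes of mitochondrial respiration, 17 were higher, 13 lower and 42 did not pass the test (16 and 11 when adjusted over the list alone; median 0.029, camera up, adjusted p = 0.0958), with Uqcrc1 at -0.58, Ndufs8 at -0.49 and Cox7b at 0.52. Without CO replicate 5 and without HFD replicate 2 the adjusted p was 0.0266 and 0.0271, and 0.0460 with scaling to the median, but 0.789 with an estimated correlation and all arrays. Of 432 olfactory, vomeronasal and taste receptor genes, 359 were lower, 14 higher and 59 did not pass the test (362 and 15 when adjusted over the list alone), at a median of -1.49, with Olfr1148, well above background in 1 of 6 HFD samples, at -2.23. Olfr786, Olfr1356 and Vmn1r58 were not well above background in any HFD sample and were at least 3.50-fold, 2.31-fold and 1.80-fold lower. Camera gave an adjusted p of 1.29e-11 downward, and an adjusted p of 0.384 with an estimated correlation; without the filter on dim probes the median was -0.16 and the direction up (adjusted p = 0.665), and fewer spots were well above background on the HFD arrays.

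Of the 4 reference genes of the RT-qPCR, 2 were higher, 1 lower and 1 did not pass the test, also when adjusted over the list alone (median 0.12, mean 0.064, camera up, adjusted p = 0.606, and a median of -0.56 with scaling to spike-in probes). Actb was at 0.27. This call ends without HFD replicate 6 (adjusted p = 0.0548), with the replicate number as a block (0.103) or with normexp (0.125). Hprt was at 0.44, Gusb at -0.42 and the brightest probe of Gapdh at -0.027. Of 7 probes of Gapdh, 3 were called lower, and 0 higher, with the lowest at -0.27. With scaling to spike-in probes, Actb and Hprt turn negative. Of the genes the paper measured by RT-qPCR, Bdnf was higher by 0.67 (exact permutation test, two-sided, p = 0.00649) and Cntf by 0.55, both of which turn negative with that scaling, and Ntf5 was at -0.97, a call that ends with normexp, and Ntrk2 at -0.20, a call that ends with quantile normalization, scaling to the median, the replicate number as a block or normexp and without CO replicate 1, CO replicate 3, HFD replicate 5 or HFD replicate 6. Ntf3 (-0.045) and Gdnf (-0.52) did not pass the test; without CO replicate 4, Gdnf was at -0.73 with an adjusted p of 0.00368 from limma, and without HFD replicate 6 at -0.61 with an adjusted p of 0.0347; it also passed with a filter on all 11 arrays, with slide or the replicate number as a block and with scaling to spike-in probes. The glutamate transporter gene Slc17a6 was at 0.91, and Camk2a at -0.48 did not pass the test but did without HFD replicate 6 (adjusted p = 0.0249), with the replicate number as a block and with scaling to spike-in probes. The other probe of Camk2a was called lower, at -0.68. The replicate number as a block gave the same estimates as leaving out HFD replicate 6, which has no CO partner. These were 0.24 for Actb, -0.19 for Ntrk2, -0.61 for Gdnf and -0.59 for Camk2a, so these settings are not separate alternatives.

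The zinc finger genes named Zfp did not all move alike across the genome. Of 348 genes on 20 chromosomes, those on chromosome 17 had a median log2 difference of 1.66, with 33 of 41 higher and 4 lower, and those on chromosome 13 a median of 1.02, with 30 of 35 higher and 1 lower. On chromosome 7, 30 of 84 were higher and 32 lower (median -0.057), on chromosome 6, 4 of 18 were higher and 11 lower (median -0.32), and on chromosome 15, 1 of 10 was higher and 8 lower (median -0.25). Of 12 chromosomes with at least 10 such genes, 9 had a median above 0 and 8 had more higher than lower genes; scaling to spike-in probes lowers each of these medians by 0.68, so the direction for the family turns on it. Over all probes, divided by signal into 4 groups of like size, the share called higher or lower fell from the dimmest to the brightest group, with 70.8, 69.4, 67.5 and 60.8%, and the share of calls that were higher was 20.6, 37.5, 44.7 and 38.6%.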
